# Genome-wide mapping of Sox6 binding sites in skeletal muscle reveals both direct and indirect regulation of muscle terminal differentiation by Sox6

**DOI:** 10.1186/1471-213X-11-59

**Published:** 2011-10-10

**Authors:** Chung-Il An, Yao Dong, Nobuko Hagiwara

## Abstract

**Background:**

Sox6 is a multi-faceted transcription factor involved in the terminal differentiation of many different cell types in vertebrates. It has been suggested that in mice as well as in zebrafish Sox6 plays a role in the terminal differentiation of skeletal muscle by suppressing transcription of slow fiber specific genes. In order to understand how Sox6 coordinately regulates the transcription of multiple fiber type specific genes during muscle development, we have performed ChIP-seq analyses to identify Sox6 target genes in mouse fetal myotubes and generated muscle-specific Sox6 knockout (KO) mice to determine the Sox6 null muscle phenotype in adult mice.

**Results:**

We have identified 1,066 Sox6 binding sites using mouse fetal myotubes. The Sox6 binding sites were found to be associated with slow fiber-specific, cardiac, and embryonic isoform genes that are expressed in the sarcomere as well as transcription factor genes known to play roles in muscle development. The concurrently performed RNA polymerase II (Pol II) ChIP-seq analysis revealed that 84% of the Sox6 peak-associated genes exhibited little to no binding of Pol II, suggesting that the majority of the Sox6 target genes are transcriptionally inactive. These results indicate that Sox6 directly regulates terminal differentiation of muscle by affecting the expression of sarcomere protein genes as well as indirectly through influencing the expression of transcription factors relevant to muscle development. Gene expression profiling of Sox6 KO skeletal and cardiac muscle revealed a significant increase in the expression of the genes associated with Sox6 binding. In the absence of the Sox6 gene, there was dramatic upregulation of slow fiber-specific, cardiac, and embryonic isoform gene expression in Sox6 KO skeletal muscle and fetal isoform gene expression in Sox6 KO cardiac muscle, thus confirming the role Sox6 plays as a transcriptional suppressor in muscle development.

**Conclusions:**

Our present data indicate that during development, Sox6 functions as a transcriptional suppressor of fiber type-specific and developmental isoform genes to promote functional specification of muscle which is critical for optimum muscle performance and health.

## Background

Skeletal muscle in vertebrates has evolved to be a major organ system with great adaptability in order to respond to constantly changing physical demands placed upon it. This adaptability is achieved by the ability of muscle fibers to change their contractile and metabolic properties. Adult skeletal muscle consists of two major fiber groups, slow-twitch and fast-twitch. In general, slow fibers are best fit for long-lasting aerobic activity whereas fast fibers are best fit for short bouts of anaerobic activity [1]. At the molecular level, a coordinated expression of multiple fiber type-specific genes, both structural and enzymatic, is required to give each fiber type its unique characteristics. Slow and fast muscle fibers are operationally defined by the expression of the isoforms of myosin heavy chain (MyHC) [2]. In adult rodent skeletal muscle, slow fibers are defined by the expression of MyHC-β, whereas fast fibers are defined by the expression of three MyHC isoforms, IIa, IIx/d, and IIb (contractive speed: IIa<IIx/d<IIb) [3]. In developing fetal rodent muscle, instead of MyHC-IIa, IIx/d, and IIb, there are two developmental MyHC isoforms (embryonic and perinatal) that are expressed, along with MyHC-β, at different stages of development [4,5]. After birth, expression of embryonic and perinatal MyHC isoforms as well as MyHC-β is significantly downregulated and the majority of the rodent muscle becomes fast MyHC-expressing fibers with exception of weight bearing core muscles such as soleus where slow MyHC-β is highly expressed [5-7]. In adult muscle, the main determinant of muscle fiber type is motoneuron input [3,8-11]. Several mediators and transcription factors have been identified for the nerve dependent fiber type regulation in adult skeletal muscle [3]. In contrast, our knowledge about factors that regulate fiber type differentiation during skeletal muscle development is still limited. We have previously reported that Sox6 mutant fetal and perinatal skeletal muscle exhibits a significant increase in slow fiber type-specific gene expression accompanied by a significant decrease in fast fiber type-specific gene expression [12,13]. Based on these observations, we have proposed that Sox6 functions as a transcriptional suppressor of slow fiber specific genes in developing skeletal muscle.

Sox6 is a member of the evolutionarily highly conserved Sox transcription factor family [14-17]. Between mice and humans, the overall amino acid sequence of the Sox6 protein is approximately 95% conserved, and the functional domains are 100% conserved [18]. The Sox proteins contain the Sry-related HMG box domain which mediates sequence-specific DNA binding [16,17]. In general, the specificity of Sox protein targets in each cell type is regulated by their cofactors [16,19], a property that is especially important for the Sox6 protein since it lacks a regulatory domain (activator or repressor). Therefore, when Sox6 is involved in transcriptional regulation, cofactors of Sox6 dictate whether the outcome is activation or repression [15,16]. For example, Sox6 activates cartilage specific gene transcription as part of the Sox trio proteins (Sox5, Sox6 and Sox9) [20-22]. In other cell types, Sox6 suppresses transcription of the fgf3 gene or the cyclinD1 gene by associating with repressors [23,24]. In the case of skeletal muscle, we have shown that Sox6 suppresses transcription of slow fiber specific genes during development, thus playing a critical role in initial muscle fiber type differentiation [12,13].

In the present study, to start to uncover how Sox6 regulates transcription of fiber type specific genes at the molecular level, we used a conditional Sox6 allele [25] to inactivate Sox6 in developing skeletal muscle. The muscle specific inactivation of Sox6 allowed us to overcome the perinatal lethality of Sox6 mutant mice [26,27] and obtain Sox6 knockout (KO) adult skeletal muscle for in-depth analysis. To identify Sox6 target genes and assess their transcriptional status, we conducted ChIP-seq analyses using Sox6 and RNA polymerase II (Pol II) antibodies. Combining these methods, we demonstrate that: (1) Inactivation of Sox6 results in an extreme upregulation in expression of slow fiber specific, cardiac and fetal isoform genes, suggesting that Sox6 is required for the functional maturation of skeletal muscle, and (2) Sox6 binds to the DNA sequences in the vicinity of these genes, and thus is directly involved in the transcriptional suppression of its target genes. These results indicate that Sox6 plays a critical role in functional specification of muscle during development.

## Results

### The expression level of MyHC-β is dramatically increased in Sox6 KO muscle during development

We have previously shown that in the Sox6 null fetal skeletal muscle, nascent fast muscles maintain slow MyHC-β expression [13]. In addition to MyHC-β, other slow fiber specific genes (e.g. *Tnnc1, Tnni1, Tnnt1*, and *Myl2*) are also upregulated in the Sox6 null muscle, along with significant downregulation of multiple fast fiber specific genes [12,13]. Based on these results, we proposed that Sox6 functions as a suppressor of slow fiber specific genes, thus the loss of Sox6 leads to an increase in slow muscle fibers. Since Sox6 null mutations cause early postnatal lethality [26,27], we were unable to determine whether this Sox6 null fetal phenotype is maintained through postnatal development. To overcome the lethal phenotype, we utilized mice carrying a Sox6 conditional allele [25] to inactivate Sox6 specifically in skeletal muscle. To start assessing the phenotype of adult Sox6 KO muscle, we first used the Myf5-Cre mouse [28]. In this Cre-transgenic mouse, the Cre recombinase under the control of the Myf5 promoter is expressed very early in the skeletal muscle lineage (starting at approximately E8 in somites); therefore, the inactivation of Sox6 occurs significantly earlier than the beginning of fiber type specification [4,5]. To conduct a comprehensive analysis of the Sox6 KO muscle phenotype, we examined four different muscles in the hindlimb, the tibialis anterior (TA, fast), extensor digitorum longus (EDL, fast), gastrocnemius (fast), and soleus (slow) [6]. The mRNA expression of the following four genes: slow MyHC-β (*Myh7*), fast MyHC-IIb (*Myh4*), peroxisome proliferative activated receptor γ coactivator 1α (*Ppargc1a*), and succinate dehydrogenase complex subunit A (*Sdha*) were determined by reverse transcription-quantitative PCR (RT-qPCR) and compared between Sox6 KO (Sox6^f/f^; Myf5-Cre) and control (Sox6^f/f^) mice. As summarized in Table 1, Sox6 inactivation caused a significant increase in the mRNA expression of *Myh7 *and a concurrent decrease in *Myh4 *in the TA, EDL, and gastrocnemius muscles. The Sox6 KO soleus muscle showed the least change in expression of these two MyHC isoforms (Table 1). This result likely reflects the observation that Sox6 expression in soleus is significantly lower than the other three fast muscles (Additional file 1, Figure S1A), therefore, Sox6 inactivation may have had a less impact in soleus compared to the other muscles. Regarding the Sox6 inactivation levels in adult muscle, we noticed that a higher level of Sox6 inactivation, determined by Sox6 mRNA level, did not necessarily correlate with an increase in Myh7 mRNA level. There are a few possible hypotheses to explain this observation. First, Sox6 is not a muscle specific gene and is also expressed in fibroblasts, which can obscure an accurate quantification of Sox6 mRNA specific to muscle cells. Second, the Sox6 mutation is recessive in nature. Therefore, although two independent Sox6 KO muscle samples show 50% reduction in Sox6 mRNA level, one sample may have more homozygous Sox6 null cells and the other may have more heterozygous cells, leading to a significant difference in Myh7 expression. Third, skeletal muscle is multinucleated, which adds another layer of complexity as to how Sox6 inactivation in each nucleus influences Myh7 expression in a myotube as a whole.

**Table 1:** Fold change in mRNA levels in the Sox6 KO skeletal muscles compared to control

	TA		EDL		Gas		Sol	
	
Mouse age (month)	2	3	2	3	2	3	2	3
Sox6	0.51	0.10	0.94	0.01	0.12	0.20	0.36	0.48
Myh7 (MyHC-β)	779.78	147.72	22.36	4186.18	5.75	11.24	1.80	2.71
Myh4 (MyHC-IIb)	0.03	3 × 10^-3^	0.20	3 × 10^-3^	0.12	2 × 10^-3^	0.88	0.30
Ppargc1a (PGC1-α)	3.27	0.35	2.06	0.13	0.22	0.61	0.85	1.92
Sdha	1.02	0.38	1.93	0.68	0.97	0.51	1.00	1.27

Sox6 was inactivated using Myf5-Cre mice. A two month-old and a three month-old mice were examined. Control expression level = 1.00.

To sort out these issues, we performed immunohistochemistry to examine the Sox6 and Myh7 (MyHC-β) protein expression at the cellular level in fetal, early postnatal and adult muscle. We focused our observation on the TA-EDL region, composed of fast-twitch myofibers in the adult mouse. As shown in Figure 1A, in E18.5 control (Sox6^f/f^), nuclear Sox6 staining was well correlated with the absence of cytoplasmic MyHC-β staining. Also at P7, the presence of Sox6 nuclear staining corresponded to MyHC-β negative myotubes (Figure 1B). In Sox6 KO muscle (Sox6^f/f^; Myf5-Cre), at both stages, nearly 100% of myofibers displayed MyHC-β expression (Figures 1A and 1B). These data show that Sox6 expression does not coincide with slow-twitch fiber gene expression, supporting our idea that Sox6 functions as a suppressor of the slow-twitch fiber gene program. Therefore, at the protein level, the loss of Sox6 expression clearly leads to upregulation of MyHC-β during the early stages of muscle development. During the normal mouse fast muscle development, the number of MyHC-β positive slow-twitch fibers significantly decreases as postnatal skeletal muscles functionally mature [3]. We observed this trend in the developing control mouse muscles (Figures 1A and 1B), resulting in adult TA-EDL muscle with extremely rare MyHC-β positive myofibers (Figure 1C). In contrast to the control, at E18.5 and P7, nearly all Sox6 KO myofibers were MyHC-β positive (Figures 1A and 1B), indicating that at these early stages, muscle-specific Sox6 inactivation led to extensive upregulation of MyHC-β expression in the entire Sox6 KO muscle. In the adult Sox6 KO muscle, on the other hand, approximately 50% of myofibers were MyHC-β positive, a significant increase compared to the control (Figure 1C, Sox6^f/f^); however a significant decrease compared to the P7 Sox6 KO muscle (Figure 1B, Sox6^f/f^; Myf5-Cre). When Sox6 staining signals in the control and Sox6 KO adult muscles were compared, overall Sox6 staining signals were lower in Sox6 KO, however, it was hard to make a clear correlation with MyHC-β staining, since Sox6 staining in adult muscle was quite diffused (Figure 1C, Sox6^f/f^). In light of this, we noticed that in control P7 muscle, some MyHC-β-negative myofibers did not show nuclear Sox6 staining, but rather dispersed cytoplasmic Sox6 staining (Figure 1B, marked with * in Sox6^f/f^). This observation may suggest an unknown additional mechanism to relocate the Sox6 protein from the nucleus and/or degrade it in differentiated, more mature myotubes. A recent report on Six1/Six4 double KO muscle suggests that these two proteins positively regulate fast-twitch fiber differentiation and may also influence Sox6 nuclear localization during fetal muscle development (E18.5) [29]. In adult muscle, therefore, not only Sox6 expression, but other mechanisms such as the Six1/Six4 regulated Sox6 shuttling may be in place to finalize fiber type gene expression in response to the environmental cues.

**Figure 1:**
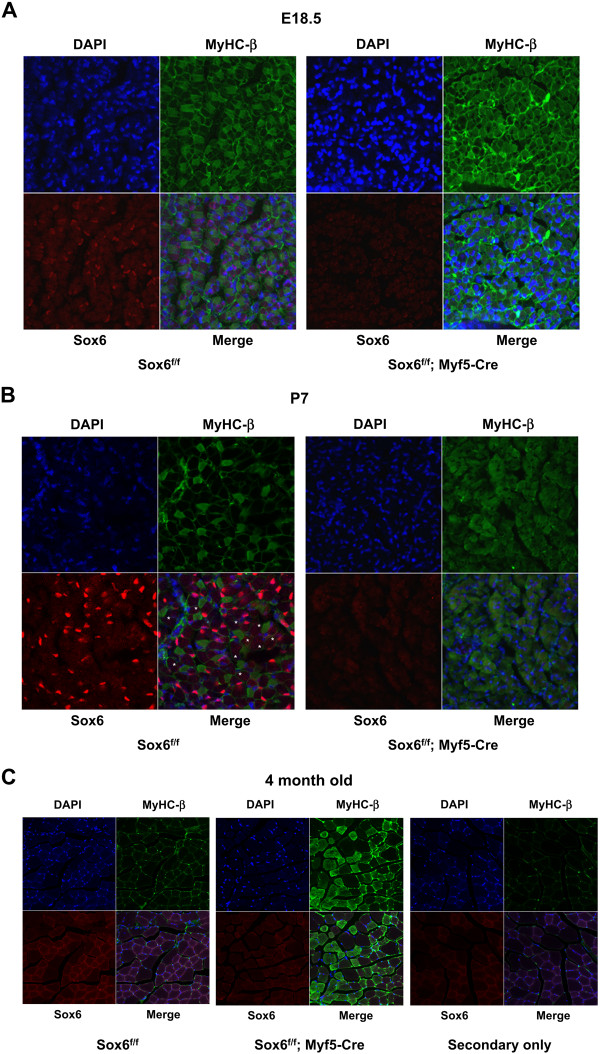
**The number of fibers expressing MyHC-β is dramatically increased in Sox6 KO skeletal muscle**. A. Cross-sections of E18.5 lower hindlimb muscle (TA-EDL region) from control (Sox6^f/f^) and Sox6KO (Sox6^f/f^; Myf5-Cre) were stained with DAPI (blue) or specific antibodies for MyHC-β (green) or Sox6 (red). x400 magnification. B. P7 (7 day old) hindlimb muscle processed for DAPI, Sox6 and MyHC-β immune-staining.* indicates myotubes that are negative for both MyHC-β and Sox6 staining in control muscle (see text for discussion). x400 magnification. C. Four month old adult TA-EDL muscle. A control muscle section stained with DAPI or secondary antibodies (a mixture of both anti-mouse and anti-rabbit) only was also shown. ×200 magnification.

In addition to the muscle structural protein genes, we also examined mRNA expression of the genes playing a role in muscle metabolism, *Ppargc1a *(PGC-1α) and *Sdha *in adult muscle. Ppargca1 is a co-regulator of mitochondrial biogenesis and oxidative phosphorylation [30,31] and Sdha is a component of TCA cycle and complex II of the mitochondrial respiratory chain, whose expression is activated by Ppargc1a [30]. We speculated that *Ppargca1 *and *Sdha *mRNA expression would also be upregulated in Sox6 KO muscle, because of a correlation between oxidative metabolism and slow fiber content reported in adult skeletal muscle [1,32,33]. In spite of this expectation, neither *Ppargc1a *nor *Sdha *mRNA showed a noticeable increase in the Sox6 KO muscles (Table 1). This lack of correlation of the two gene programs was also observed in Sox6 KO muscles generated using MCK-Cre transgenic mice (Table 2, discussed later in the text). In a recent report on the adult Sox6 KO muscle phenotype, Quiat et al. also reported that expression of *Ppargc1a *was not changed [34]. Therefore, these results suggest that Sox6 plays a role in transcriptional regulation of the structural protein genes which define muscle fiber types, but not of the genes which define the metabolic state of skeletal muscle. In order to uncover the mechanisms of muscle differentiation that are regulated by Sox6 at the molecular level, we next performed Sox6 ChIP-seq analysis.

**Table 2:** Fold change in mRNA levels in the Sox6 KO skeletal muscles compared to control

	TA			EDL			Gas			Sol		
	
Mouse ID#	1	2	3	1	2	3	1	2	3	1	2	3
**Sox6**	0.75	0.42	0.09	0.43	0.38	0.07	0.38	0.53	0.10	0.20	0.31	0.12
**Myh1 (IIx/d)**	2.08	1.68	0.20	1.31	5.77	5.49	6.79	14.80	2.11	0.01	0.03	1 × 10^-3^
**Myh2 (IIa)**	5.00	1.96	0.80	3.08	2.11	4.72	6.63	5.77	1.85	0.02	0.02	u.d.
Myh4 (IIb)	0.17	0.01	0.01	0.11	0.04	0.02	0.25	1 × 10^-3^	0.02	0.16	0.16	0.01
***Myh6 *(**α**)**	78.79	252.99	1.03	24.19	25.37	6.65	3.54	4.13	2.42	4.03	1.61	0.65
***Myh7 *(**β**)**	9042.52	2177.81	94.12	1318.30	728.63	1611.29	21.86	3.59	9.68	3.60	1.00	1.20
***Myh7b***	31.37	n.d.	0.49	3.98	n.d.	1.39	14.30	n.d.	3.06	1.51	n.d.	0.34
***Myl2***	1496.57	n.d.	7.07	57.22	n.d.	55.59	7.37	n.d.	2.70	1.91	n.d.	1.31
***Tnnc1***	6830.19	4622.47	474.50	665.43	687.83	128.70	91.24	167.58	14.52	0.81	2.98	1.53
***Tnni1***	2619.20	1867.14	610.53	433.38	552.33	861.06	116.58	69.76	24.71	2.64	2.58	2.59
Tnni2	0.34	0.50	0.20	0.36	0.89	0.15	0.46	0.76	0.35	0.01	0.14	2 × 10^-3^
***Tnnt1***	4348.43	1594.44	157.77	1011.39	510.51	153.18	131.98	59.18	5.07	2.93	1.76	1.56
***Tnnt2***	2.45	1.88	2.08	2.31	0.59	1.55	1.23	2.65	1.37	2.59	1.12	1.85
Tnnt3	0.45	0.40	0.43	0.28	0.89	0.58	0.34	0.38	0.19	4 × 10^-3^	0.06	2 × 10^-4^
***Chrng *(fetal)**	0.89	4.63	4.94	0.73	1.80	1.82	1.23	1.80	3.29	2.78	1.17	8.26
Chrne (adult)	0.44	0.30	0.28	0.14	0.18	0.76	0.16	0.15	0.14	0.24	0.34	1.44
***Prox1***	29.26	10.30	9.66	22.84	6.68	17.04	16.21	8.41	3.34	3.79	2.26	1.27
**Tead1**	1.83	n.d.	0.99	0.63	n.d.	0.98	1.25	n.d.	0.78	1.02	n.d.	0.94
**Tead4**	3.03	n.d.	1.26	1.34	n.d.	1.08	1.23	n.d.	1.08	0.96	n.d.	1.11
**Tcf4**	1.94	n.d.	1.70	0.88	n.d.	1.54	1.68	n.d.	1.15	0.88	n.d.	1.43
**Hdac9**	4.44	n.d.	2.68	1.51	n.d.	1.79	7.56	n.d.	1.42	1.34	n.d.	0.75
Myod1	0.73	1.01	0.70	0.73	1.02	2.11	1.47	1.44	1.17	1.51	1.77	0.72
*Myog*	3.64	1.52	2.24	1.98	1.84	3.00	2.61	1.12	0.95	4.48	1.89	1.35
**Mb**	1.84	1.47	1.48	0.66	2.30	1.75	1.88	3.50	1.54	0.77	1.62	1.09
Sdha	1.18	0.74	0.39	0.70	0.74	0.50	0.79	0.60	0.32	0.68	0.59	0.55
**Ppargc1a**	1.28	1.39	0.53	0.82	0.78	0.35	0.63	1.46	0.42	0.53	0.71	0.19

*Sox6 *was inactivated using MCK-Cre mice. Mouse 1 and mouse 2 are two month-old, and mouse 3 is three month-old. Gene names in bold: associated with Sox6 binding. Gene names in italics: slow fiber specific sarcomere proteins, or transcription factors reported that are preferentially expressed in slow fibers. n.d.: not determined. u.d.: undetected in Sox6 KO mouse. Control expression level = 1.00.

### Genome-wide Sox6 binding in skeletal myotubes

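Chromatin of primary mouse fetal myotubes, differentiated in culture and fixed with disuccinimidyl glutarate and then formaldehyde, was immunoprecipitated with a Sox6 antibody in 2 independent experiments and sequenced (ChIP-seq). DNA of the chromatin before immunoprecipitation (input) was sequenced for each experiment as the background. The authors aligned the reads to NCBI Build 37 of the mouse genome with Bowtie and called peaks with SISSRs against the input of the same experiment, at an average fragment length of 450 bp. They deposited the aligned reads of every library, a list of peaks per Sox6 library and a list of the peaks common to both. The Sox6 libraries hold 2985437 reads in replicate 1 and 1468604 in replicate 2, and the inputs 21973495 and 24249850. The score column of the Sox6 lists holds 1 distinct value, so the peaks could not be ranked by it.

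From the deposited reads, those whose 5' end lay in a window of 450 bp around the centre of a peak were counted and scaled to the number of mapped reads (RPM). To compare Sox6 with input, 0.5 reads were added to each count, and log2 values of the 4 libraries were fitted by limma with a trend, with Benjamini-Hochberg adjustment over all common peaks. Each group holds 2 libraries, so the spread behind a single peak rests on few values and is shared across peaks by the model. Reads are not independent molecules where PCR copied them, so the binomial intervals given for shares cover counting error only.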

To identify genome-wide binding of Sox6 in mouse skeletal muscle, we performed ChIP-seq analysis. As the chromatin source, we chose wild type fetal (E.18.5) myotubes differentiated for 48 hours in vitro, because at this time point, a significant differential expression of slow fiber specific genes was observed between Sox6 null and wild type myotubes [13], suggesting an ideal time point to capture Sox6 acting as a transcriptional suppressor of those genes. Also, since Sox6 is highly expressed in fibroblasts (unpublished data), using a pure muscle cell population was necessary to identify muscle-specific Sox6 binding. We conducted two independent ChIP-seq experiments and obtained 3 and 1.5 million reads unambiguously mapped to the mouse genome for each experiment (out of ~20 million total reads). As a result, we identified 1,066 Sox6 peaks common to the two ChIP-seq data sets. These peaks were assigned to a total of 867 mouse RefSeq genes. 

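The deposited reads amount to 2.99 M for replicate 1 and 1.47 M for replicate 2, beside the paper's reported 3 M and 1.5 M. All of them lay on the autosomes, X or Y. Reads with the same chromosome, strand and 5' end made up 7.88% of replicate 1 and 3.60% of replicate 2, and counting each such position once left 2.75 M and 1.42 M. In the inputs, the share of such reads was 2.96% and 4.52%. The reads of both Sox6 libraries were 39 bp long, and the offset between strands with the most coincident 5' ends was 150 bp in both. Input replicate 2 had the same values, but input replicate 1 had reads of 36 bp and an offset of 90 bp.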

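SISSRs lists 2888 Sox6 peaks for replicate 1 and 1734 for replicate 2, with a median width of 100 bp in both. Of the replicate 1 peaks, 1029 lay within 50 bp of a replicate 2 peak, and 1028 of replicate 2 lay within 50 bp of one of replicate 1. Of the 1066 common peaks that the authors deposited, 1061 had exactly the start and end of the overlap of a pair of peaks after each was extended by 50 bp on both sides. When at least 1 shared base was required in place of the 50 bp, 880 of the replicate 1 peaks were shared. With the replicate 2 peaks moved to random positions on the same chromosome, a mean of 0.88 and at most 6 lay within 50 bp of a replicate 1 peak in 1000 draws (permutation of positions, one-sided, p = 0.001, the smallest that 1000 draws can give).

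At the common peaks, the median was 5.02 RPM in Sox6 replicate 1 and 6.81 RPM in replicate 2, against 0.501 and 0.536 RPM in the inputs, and these medians rest on 15 and 10 Sox6 reads per peak. In flanks 2 kb away the medians were 0.335 and 0.340 RPM for Sox6. The median log2 ratio of Sox6 to input was 3.52, with quartiles of 3.07 and 4.07, and 1031 of the peaks had an adjusted p under 0.05 with more Sox6 than input. With a window of 500 bp on each side of the centre, the median log2 ratio was 2.87. The peaks were called on these same reads, so this comparison describes them and is not independent evidence of enrichment. In the 54 common peaks with the most input reads, the median log2 ratio was 0.74, but choosing peaks by their input reads itself lowers this ratio.

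Testing the peaks of each replicate with the reads of the other avoids the reads that selected them. Of the replicate 1 peaks, 1936 (67.0%) had more Sox6 reads than input reads in replicate 2 by an exact two-sided binomial test with Benjamini-Hochberg adjustment at 0.05. Of the replicate 2 peaks, 1463 (84.4%) did so in replicate 1. This test sets 1 Sox6 library against 1 input and takes each read as a separate molecule, so it covers counting error only. With repeated positions counted once, the shares were 67.8% and 85.2%. The same test on random windows, adjusted among themselves, called 1 of 2888 and 2 of 1734. This adjustment is stricter where few windows differ, so these counts are not the rate of false calls among the peaks. With reads counted in the deposited peak intervals alone, the shares were 31.2% and 45.6%.

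**Figure D1:**
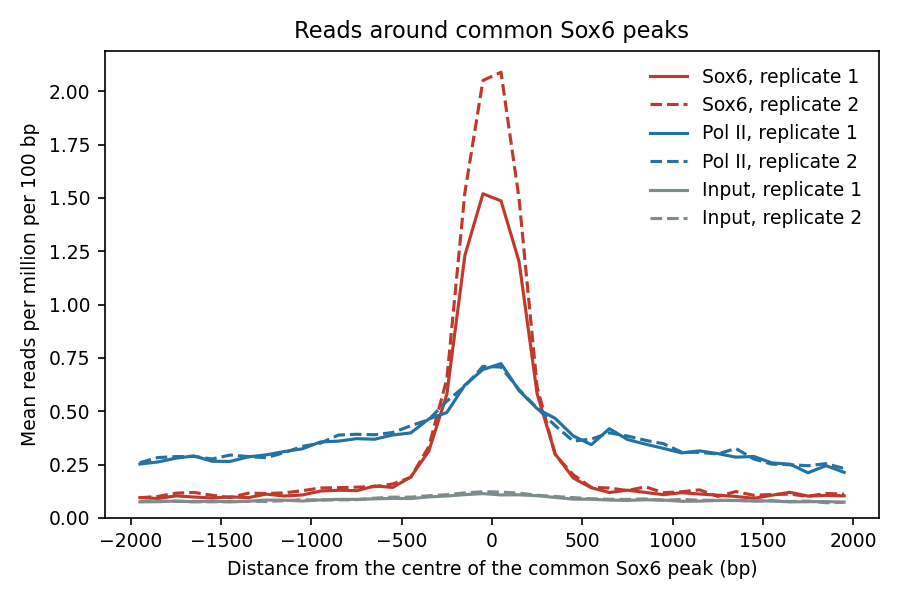
Mean RPM in 100 bp bins by distance in bp from the centre of the common Sox6 peak, for each of the 6 libraries, over the 1012 common peaks left after those with the most input reads were left out. In the central 200 bp the mean per bin was 1.50 in Sox6 replicate 1 and 2.07 in replicate 2, against 0.110 and 0.122 in the inputs, and the Pol II libraries reach 0.709 in both.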

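Each common peak was assigned by its centre to the nearest of 23274 genes with a RefSeq transcript, in GENCODE's annotation of the same build, using the longest model of each gene. This gave 866 genes. Of these, 727 had 1 common peak and 139 had 2 or more. The centre of 25 peaks lay within 1 kb of the transcription start site of the assigned gene.

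The largest number, 15 peaks, went to 4930433N12Rik, a gene picked out after its values were seen. Its peaks lie between positions 2999982 and 3038261 of chromosome 9, with a median of 995 reads of both inputs per window against 24 over all common peaks. Their median log2 ratio of Sox6 to input was 0.20.

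The 10 common peaks with the largest Sox6 enrichment had log2 ratios between 5.95 and 6.80. They were assigned to Prox1, Kpna1, Lrrtm1, Bicd2, Atoh1, Ndufaf3, Lars2, Mylk3, Psmg2 and Tnnc1. The peak of Bicd2 lies in the first intron (chromosome 13, 49457862 to 49457981) and held 89 and 49 Sox6 reads against 19 and 5 input reads in replicates 1 and 2. That of Atoh1, an intergenic peak on chromosome 6 from 64751042 to 64751161, held 71 and 40 Sox6 reads against 7 and 9. The windows of Kpna1, Lrrtm1 and Lars2 held 0 reads in input replicate 1, so their log2 ratios depend on the 0.5 reads added. These 3 peaks and that of Ndufaf3 no longer passed an adjusted p of 0.05 when either Sox6 library was left out. Their log2 ratios were then 6.66, 6.66, 6.66 and 6.41 without Sox6 replicate 1 and 6.62, 6.04, 5.50 and 5.75 without replicate 2, for Kpna1, Lrrtm1, Lars2 and Ndufaf3. Without input replicate 1, the log2 ratios of Kpna1, Lrrtm1 and Lars2 were 3.90, 4.47 and 3.34, and that of Bicd2 was 7.13. Without input replicate 2, they were 9.38, 8.24, 8.82 and 5.16.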

The vast majority of the Sox6 binding sites were located in intronic regions (48.4%), followed by intergenic regions (more than 20 kb away from transcription start site (TSS) or transcript end) (29.2%) and 5'-upstream region (within 20 kb of TSS including promoter) (13.6%) (Figure 2).

**Figure 2:**
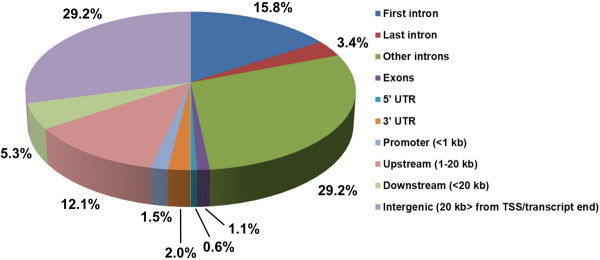
**Genome-wide mapping of Sox6 binding sites by ChIP-seq**. Locations of Sox6 binding sites relative to the nearest RefSeq genes and the percentages of binding sites at the respective locations are shown.

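The centres of the common peaks were placed in the categories of Figure 2 with the longest model of each RefSeq gene. Introns held 549 of them (51.5%, exact 95% interval 48.5 to 54.5), of which 179 lay in the first intron and 36 in the last. Positions more than 20 kb from a gene held 270 (25.3%, 22.7 to 28.1). The region within 20 kb upstream of the transcription start site held 118 (11.1%, 9.25 to 13.1), including 12 within 1 kb, and the 20 kb downstream held 91 (8.54%, 6.93 to 10.4). Of 21320 random positions on the same chromosomes, 38.1% fell in introns, 43.0% in intergenic regions, 8.72% upstream and 7.88% downstream. The intergenic share moved most with the limit, to 17.1% when genes reached 50 kb.

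**Figure D2:**
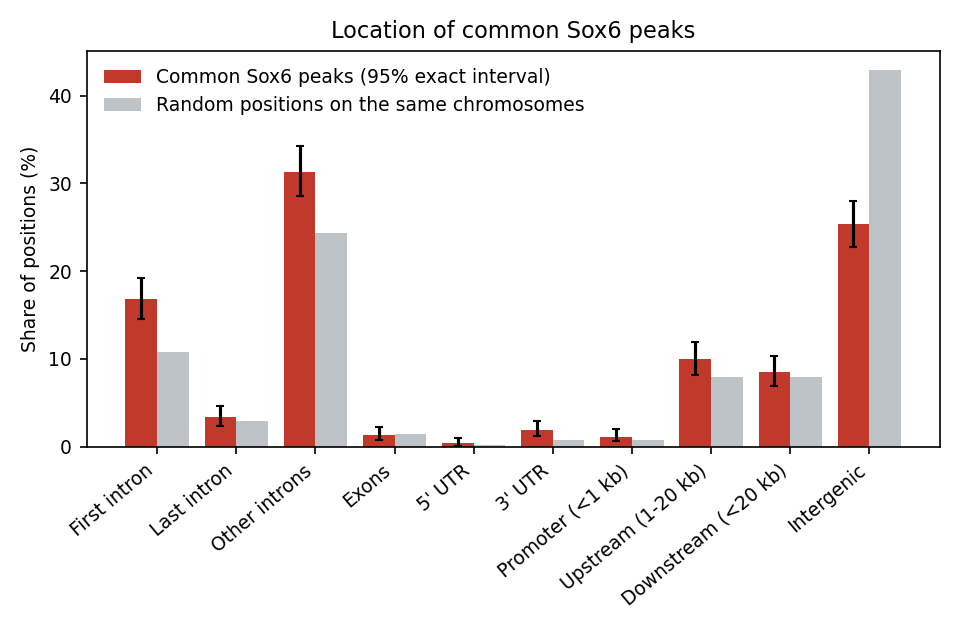
Share of positions in percent by location relative to RefSeq genes, for the common Sox6 peaks (bars with exact 95% binomial intervals) and for 21320 random positions on the same chromosomes. Peaks lie above the random positions in the first intron (16.8% against 10.7%) and in other introns (31.3% against 24.4%), and below them in intergenic regions.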

To determine whether any known transcription factor consensus sequences are over-represented within the Sox6 peak regions, a motif search was performed. Motif analysis using MEME (Multiple EM for Motif Elicitation) [35] identified four known transcription factor consensus motifs in the Sox6 peaks (Figure 3). When the occurrence of a single motif was set to 0 or 1 per peak, 723 Sox motifs (*P *< 10^-4^) and 636 E-box motifs (*P *< 10^-4^) were identified. The fact that the Sox consensus motifs were found in the overwhelming majority of the Sox6 peaks (723 out of 1,066) suggests that the Sox6 binding sites identified here are bona fide Sox6 targets. 

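MEME was not run again. Matches to the consensus ACAAWG (W: A or T) on either strand were counted in the sequence of the deposited peak intervals, which is a simpler measure than a motif found by MEME. At least 1 match was present in 554 of the 1066 common peaks (52.0%), against 22.0% of 2132 windows of the same width 2 kb to either side (odds ratio 3.83, Fisher's exact test, two-sided, adjusted p = 1.4e-63 over the 4 motifs tested). Windows of 200 bp on each side of the centre held a match in 71.9% of peaks and 46.4% of flanks (odds ratio 2.95). Against peak sequences shuffled with their dinucleotides kept, of which 25.9% held a match, the odds ratio was 3.10. Matches within 50 bp of the peak centre numbered 535, against 157 at 450 to 500 bp from it.

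From the frequency of the Sox consensus in the peaks, the paper proposes that the binding sites found by ChIP-seq are true targets of Sox6.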

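For the E-box consensus CAGSTG (S: C or G), 592 of the common peaks (55.5%) held a match, against 18.9% of the flanking windows (odds ratio 5.34, Fisher's exact test, two-sided, adjusted p = 3.4e-95). Under the alternatives the odds ratio ranged from 3.99, against peak sequences shuffled with their dinucleotides kept, to 6.97, with windows of 100 bp on each side of the peak centre. Both a Sox and an E-box match were present in 329 peaks. Wide intervals hold more of any motif, so whether both occur together was read in windows of equal width, chosen after the values were seen. Within 100 bp of the centre, E-box matches occurred in 68.9% of the peaks with a Sox match and in 63.2% of those without (odds ratio 1.29, Fisher's exact test, two-sided, p = 0.0564).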

The E-box motifs (CAG[C/G]TG) identified using the *in silico *method here were identical to the E-box motifs which were enriched in MyoD binding sites detected using C2C12 myotubes [36]. Comparing our data with the MyoD ChIP-seq data obtained from adult mouse primary myotubes [36] revealed that 96% of the Sox6 peaks were localized within 50 bp of the MyoD peaks (data not shown).

**Figure 3:**
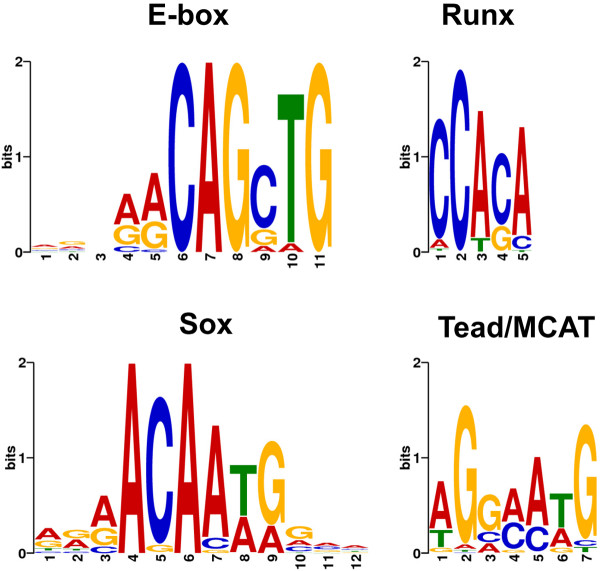
**Transcription factor consensus motifs found in Sox6 binding peaks**.

In addition to Sox motif and E-box, Runx and Tead/MCAT motifs were also found in the Sox6 peaks. When the occurrence of a single motif was set to 1, we identified 559 Runx motifs (*P *< 10^-4^) and 203 Tead/MCAT motifs (*P *< 10^-4^). 

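Runx matches (CCACA) were present in 648 common peaks (60.8%), against 38.9% of flanking windows, an odds ratio of 2.43 (Fisher's exact test, two-sided, adjusted p = 2e-31). This consensus is 5 bases long and therefore frequent in any sequence. Tead/MCAT matches (GGAATG) were present in 249 peaks (23.4%), against 8.44% of flanking windows, an odds ratio of 3.31 (adjusted p = 1.18e-29 by the same exact test). None of the 4 consensus sequences was present in 108 peaks, and all of them were present in 62.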

A recent report has shown that Runx1 has a role in skeletal muscle terminal differentiation [37]; therefore, Runx transcription factors might be involved in muscle specific gene expression together with Sox6. Tead/MCAT elements are known to play an important role in transcriptional regulation of many skeletal and cardiac muscle-specific genes [38]. A significant presence of Tead/MCAT motifs in the Sox6 peaks, therefore, implies possible interactions between Sox6 and the Tead transcription factors during muscle differentiation.

### Transcriptional status of the genes associated with Sox6 binding sites

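Pol II binding was measured by ChIP-seq in the same kind of myotubes with the 4H8 antibody, which recognizes the repeat of the C-terminal domain of Pol II, in 2 independent experiments. The deposited libraries hold 1538757 reads in replicate 1 and 2762155 in replicate 2. The share of reads with a repeated position was 4.52% and 5.52%. SISSRs lists 11299 and 17488 Pol II peaks. These lists have an unnamed score column, which was taken from its values to be the authors' fold enrichment per peak. Following the methods as read here, the level of a gene was taken as the reads of replicate 2 in its Pol II peaks, scaled to the length of the longest RefSeq gene model in kilobases and to the number of mapped reads (RPKM). It is not clear from the methods exactly which reads in peak regions the authors counted, so this may not be the paper's measure. Where Pol II peaks extend beyond a gene, the extension was added to its length. A gene without a Pol II peak has a level of 0. This level comes from 1 library and has no replicate error, and replicate 1 was used as an alternative.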

In order to determine the transcriptional status of Sox6 peak-associated genes in differentiating fetal myotubes, we performed ChIP-seq analysis using an antibody recognizing a phosphorylated form of Pol II, which is considered to be a transcriptionally active form and associated with highly transcribed genes [39]. To quantify Pol II binding levels of RefSeq genes associated with Sox6 binding sites, Pol II binding events in the corresponding gene regions were measured in RPKM (reads per kilobase of gene region per million reads), a unit used to quantify transcriptional levels in RNA-seq analysis [40]. RPKM was calculated from read (tag) numbers in peak regions, length of RefSeq gene regions, and total number of uniquely mapped reads (details in Methods). 

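Actb lies on chromosome 5 from 143664794 to 143668433 and encodes β-actin. Its Pol II peaks numbered 2 and held 560 reads of Pol II replicate 2 over a region of 6101 bp, which gives 33.2 RPKM. In replicate 1 the level was 27.4 RPKM. Counting every read between the ends of the gene gave 35.8 RPKM in replicate 2, against 0.634 RPKM in the input of that replicate.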

By this method, the Pol II binding level of the β-actin gene, an abundantly expressed housekeeping gene, was calculated as 8.60 RPKM. Figure 4 summarizes the fold enrichment of the Sox6 peaks and the corresponding Pol II binding of the 867 RefSeq genes associated with Sox6 peaks. We found that the majority of the Sox6 binding site(s)-associated genes were inferred to be transcriptionally inactive (zero to a very low level of Pol II binding). As shown in Figure 4 andAdditional file 2, Table S1, of the 867 genes associated with Sox6 binding sites, 442 genes (51%) showed no Pol II binding (0 RPKM) and 289 genes (33%) showed less than one tenth of the Pol II binding to the β-actin gene (<0.86 RPKM), thus 84% of the genes associated with Sox6 binding sites are considered to be transcriptionally inactive or transcribed at a very low level in myotubes. These data strongly suggest that the binding of Sox6 to its targets mostly results in transcriptional suppression. 

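Among the 866 genes with a common Sox6 peak, 446 (51.5%, exact 95% interval 48.1 to 54.9) had a Pol II level of 0 RPKM. A further 369 (42.6%) had a level above 0 and below 0.1 of the level of Actb, which is 3.32 RPKM. These groups make up 815 genes (94.1%, 92.3 to 95.6), and 51 genes lay above. Of the 811 protein-coding genes with a common peak, 94.5% were at 0 or below this limit. Among protein-coding genes without a common peak, matched in length, the share was 99.1% (98.4 to 99.6 over 1000 draws). A low Pol II level is therefore not particular to genes with a Sox6 peak. A level of 0 means that no read fell in a called Pol II peak, not that the gene had no Pol II reads. When all reads in the gene were counted, 17 genes (1.96%) were at 0 and 86.7% were at 0 or below 0.1 of Actb. In Table S1, which lists the paper's own levels for 866 genes, 749 genes could be matched by name. The 2 sets of levels gave them similar ranks (Spearman's rho = 0.959 across genes, which are not independent replicates). Of the matched genes, 358 were at 0 in both sets, so part of this rho rests on which genes lack a called Pol II peak. Similar ranks do not mean similar levels.

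**Figure D3:**
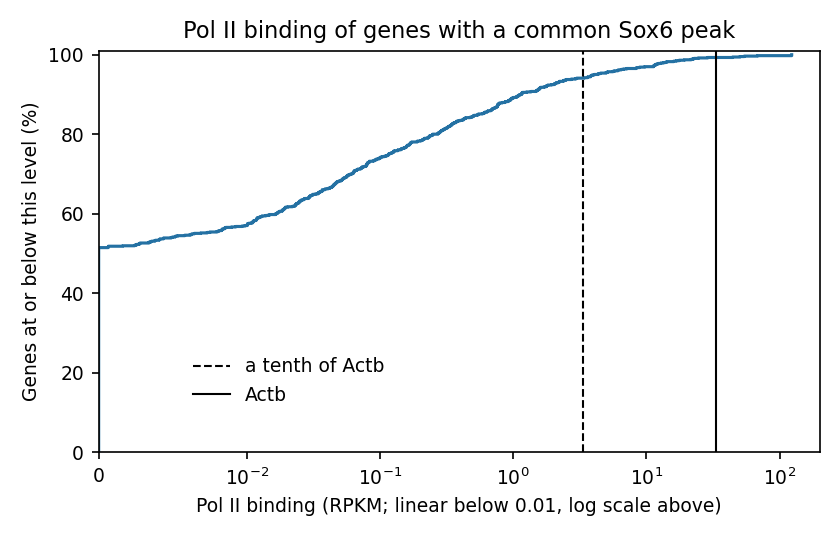
Cumulative share of the 866 genes in percent by Pol II level in RPKM (replicate 2; linear below 0.01, log scale above), with lines at the level of Actb and at 0.1 of it. The curve starts at the 51.5% of genes with a level of 0 and reaches 94.1% at 0.1 of Actb.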

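The Sox6 enrichment of these genes was compared with their Pol II level, taking the peak with the largest enrichment of each gene. The median log2 ratio of Sox6 to input was 3.69 in the genes at 0 RPKM, 3.56 in those below 0.1 of Actb and 3.63 in those above. Across all common peaks, Spearman's rho between Sox6 enrichment and the Pol II level of the gene was -0.064 (permutation test, two-sided, 100000 permutations, p = 0.0379). With Sox6 replicate 2 alone rho was -0.050 (p = 0.0997), with Sox6 replicate 1 alone -0.066 (p = 0.0316), and with the Pol II levels of replicate 1 -0.128 (p = 2e-05). Pearson's correlation of the log2 values was 0.022 (p = 0.48), of the opposite sign. The log2 ratio of Pol II to input at the peak itself, an alternative chosen after the data were seen, also gave a positive correlation. It was 0.203 (p = 1e-05 by the permutation test, the smallest that 100000 permutations can give). Here both ratios were taken over the same input reads, which alone makes their correlation positive. This value therefore does not bear on the sign of the relation. These correlations are across peaks, which are not independent replicates. They are alternatives for 1 relation, so the p-values were not adjusted for their number.

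From the large share of genes with little or no Pol II binding, the paper proposes that Sox6 binding mostly leads to suppression of transcription.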

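Of the 51 genes with a Pol II level above 0.1 of Actb, 37 lay below 0.5 of Actb and 14 above it. In Pol II replicate 1, with the limits set by Actb in that library, 39 genes lay above 0.1 of Actb and 25 of these below 0.5.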

The rest of the Sox6 peak associated genes were transcribed mostly at a range of low to moderate levels (less than half of the Pol II binding to the β-actin gene). There were, however, a small number of Sox6 peak-associated genes that exhibited a high level of Pol II binding. For example, *Myl4 *(embryonic MyLC isoform), *Tnnc1*, and *Myh3 *(embryonic MyHC isoform) showed a relatively high level of Pol II binding (>4.30 RPKM). 

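The Pol II level of Myh3 (chromosome 11, 66891802 to 66915793) was 68.1 RPKM, from 5555 reads in 5 Pol II peaks, and 66.1 RPKM in replicate 1. Myl4 (chromosome 11, 104411977 to 104448529) had 28.8 RPKM from 3458 reads in 8 peaks, and 29.1 RPKM in replicate 1. For Tnnc1 (chromosome 14, 32021498 to 32024915) the level was 44.4 RPKM from 1013 reads in 1 peak that extends beyond the gene, and 40.1 RPKM in replicate 1. As shares of Actb these are 205%, 86.6% and 134%.

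The common Sox6 peaks of Myh3 lie downstream of the gene, from 66916682 to 66916941 and from 66917842 to 66918521, with log2 ratios of Sox6 to input of 3.24 (standard error 0.54, adjusted p = 2.77e-09 by limma) and 3.38 (standard error 0.52, adjusted p = 1.59e-10). Neither holds a match to the Sox consensus. Those of Myl4 lie in the second intron of its longest model, from 104437982 to 104438181 (log2 ratio 3.82), and downstream, from 104449302 to 104450861 (log2 ratio 2.36). The centre of the former lies at -218 bp from the nearest annotated transcription start site of Myl4.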

In the case of *Tnnc1*, one of the two Sox6 peaks was identified in the first intron (Additional file 3, Figure S2D), where a muscle enhancer element was reported [41]. Therefore, an unidentified enhancer element may exist in the vicinity of the Sox6 binding sites in *Myl4 *and *Myh3*.

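The peak in the first intron of Tnnc1 spans 32022542 to 32022661 on chromosome 14. Its window held 41 and 42 Sox6 reads against 4 and 12 input reads in replicates 1 and 2, a log2 ratio of 5.95 (standard error 0.45, adjusted p = 2.22e-36 by limma), which was 5.28 without input replicate 1 and 6.61 without input replicate 2. The other common peak lies downstream, from 32025742 to 32025841, with 21 and 11 Sox6 reads against 13 and 11 input reads and a log2 ratio of 3.80 (standard error 0.46, adjusted p = 8.1e-16).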

**Figure 4:**
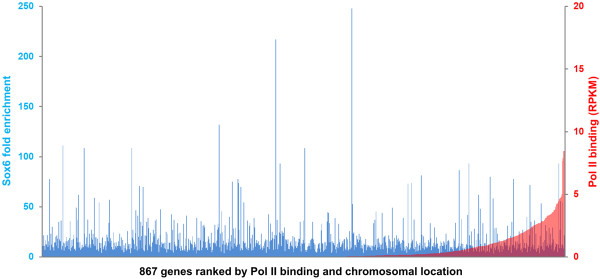
**Comparison of Sox6 binding and Pol II binding to the Sox6 target genes**. Left Y axis shows fold enrichment of Sox6 obtained by the peak calling program SISSRs using the 3 million read data set (see the text for detail), and right Y axis shows Pol II binding levels to the Sox6 peak-associated genes measured in RPKM. X axis shows all Sox6-associated genes (867 RefSeq genes in total) sorted according to Pol II binding and chromosomal location. When multiple Sox6 peaks were associated with one gene, only the peak with the highest fold enrichment was used. Note that Pol II binding to β-actin, an abundantly expressed housekeeping gene, was 8.60 RPKM. A similar result was obtained using the 1.5 million read-data set (data not shown).

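Taken alone, Sox6 replicate 1 gave median log2 ratios to input of 3.49, 3.39 and 3.32 in the genes at 0 RPKM, below 0.1 of Actb and above it. Replicate 2 gave 3.91, 3.79 and 4.05 in the same order. The order of the classes thus differed between the replicates.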

### Functional characterization of the genes associated with Sox6 binding sites

Gene Ontology (GO) analysis revealed that the Sox6 peak-associated genes showed the highest enrichment for the GO categories relevant to muscle cytoskeleton and myofibril establishment (Table 3). Many of these genes encode muscle sarcomeric proteins which define fiber types, cardiac isoforms, and developmental isoforms in muscle. For instance, *Myh1 *(fast MyHC-IIx/d), *Myh2 *(fast MyHC-IIa), *Myh6 *(cardiac isoform, MyHC-α), *Myh7 *(slow MyHC-β), *Myh7b *(myosin, heavy chain 7B, cardiac muscle, beta), *Tnnc1 *(troponin C, cardiac/slow skeletal), and *Tnni1 *(troponin I, skeletal, slow 1) were represented. 

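The common peak of Myh1 lies at -323 bp from its transcription start site (chromosome 11, 67013162 to 67013301) and that of Myh2 at -5868 bp (66978582 to 66978741). Their log2 ratios of Sox6 to input were 3.64 (standard error 0.60, adjusted p = 2.71e-09 by limma) and 3.30 (standard error 0.46, adjusted p = 1.24e-12). The peak of Myh6 lies in intron 34 (chromosome 14, 55564942 to 55565081), with a log2 ratio of 4.39. That of Myh7b lies at -4617 bp (chromosome 2, 155432182 to 155432481), with a log2 ratio of 4.52. These windows held between 7 and 28 Sox6 reads per library, and all of them kept an adjusted p under 0.05 with each Sox6 or input library left out in turn. The log2 ratio of Myh7b was then 5.12 without Sox6 replicate 1 and 3.93 without replicate 2.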

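Both Pol II libraries gave 0 RPKM for Myh1, Myh2 and Myh7. Myh6 and Myh7b each had 2 reads of replicate 2 in 1 Pol II peak, which gives 0.0293 and 0.0314 RPKM, or 0.0883% and 0.0943% of Actb. In replicate 1 these levels were 0 and 0.0281 RPKM. With all reads in the gene counted, Myh1 had 1.34 RPKM, Myh2 0.301, Myh6 0.587, Myh7 1.22 and Myh7b 2.37, against input levels of 0.550, 0.509, 0.553, 0.496 and 0.571 RPKM. Tnni1 had 16.7 RPKM in replicate 2, from 1246 reads in 3 Pol II peaks, and 14.4 RPKM in replicate 1.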

The profiles of Sox6 binding and Pol II binding for these genes are summarized in Additional file 3, Figure S2A-E. Except for *Tnnc1 *(*4.72 RPKM*) and *Tnni1 *(*3.52 RPKM*), Pol II binding levels of these genes were very low (Additional file 3, Figure S2A-E). It should be noted that Sox6 peaks were not detected for *Myh4 *(Additional file 3, Figure S2A) which encodes the fastest adult myosin isoform MyHC-IIb [2,3] nor for *Myh8 *(data not shown) which encodes the perinatal fast MyHC isoform [5]. This suggests that Sox6 is not directly involved in transcriptional regulation of the fastest MyHC isoforms expressed in fetal or adult skeletal muscle.

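No common Sox6 peak lies in Myh4 (chromosome 11, 67051531 to 67073948) or Myh8 (67090626 to 67122136) or within 20 kb of either. Near Myh4 there is also none in the list of a single replicate. Within 20 kb of Myh8 there is 1 in the list of replicate 1. Myh4 had a Pol II level of 0 RPKM. For Myh8 it was 17.0 RPKM, from 1562 reads in 11 Pol II peaks, and 15.0 RPKM in replicate 1.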

**Table 3:** Biological processes enriched among genes associated with Sox6 peaks

GO term	*P *value
GO:0015629~actin cytoskeleton	2.58E-013
GO:0008092~cytoskeletal protein binding	4.27E-013
GO:0005856~cytoskeleton	4.51E-012
GO:0003779~actin binding	2.93E-011
GO:0030016~myofibril	3.88E-008
GO:0043292~contractile fiber	7.80E-008
GO:0044430~cytoskeletal part	1.67E-007
GO:0030054~cell junction	6.40E-007
GO:0045944~positive regulation of transcription from RNA polymerase II promoter	1.40E-006
GO:0045893~positive regulation of transcription, DNA-dependent	2.93E-006
GO:0051254~positive regulation of RNA metabolic process	3.50E-006
GO:0007517~muscle organ development	5.48E-006
GO:0030017~sarcomere	5.82E-006
GO:0043228~non-membrane-bounded organelle	6.45E-006
GO:0043232~intracellular non-membrane-bounded organelle	6.45E-006
GO:0006357~regulation of transcription from RNA polymerase II promoter	7.81E-006
GO:0007010~cytoskeleton organization	8.98E-006
GO:0010628~positive regulation of gene expression	1.05E-005
GO:0045941~positive regulation of transcription	1.25E-005
GO:0045935~positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	1.37E-005
GO:0044449~contractile fiber part	1.39E-005
GO:0010557~positive regulation of macromolecule biosynthetic process	1.59E-005
GO:0060537~muscle tissue development	1.77E-005
GO:0031328~positive regulation of cellular biosynthetic process	2.01E-005
GO:0009891~positive regulation of biosynthetic process	2.50E-005
GO:0007507~heart development	2.69E-005
GO:0048729~tissue morphogenesis	2.78E-005
GO:0051173~positive regulation of nitrogen compound metabolic process	2.88E-005
GO:0042692~muscle cell differentiation	3.41E-005
GO:0006936~muscle contraction	3.79E-005

The thirty most enriched Gene Ontology (GO) biological process terms are listed.

Another noticeable GO term category enriched in the genes associated with Sox6 peaks involved regulation of transcription (Table 3). For instance, Sox6 peaks were found in the vicinity or in the gene region of transcriptional regulators including (but not limited to) *Prox1, Sox6, Tead1*, *Tead4*, *Tcf4*, *Hdac9*, *Hdac11*, and *Nfatc3 *(Additional file 3, Figure S2F-M). These genes (except for *Hdac11*) are known to play a role in not only skeletal muscle development, but also heart development [12,13,38,42-49]. 

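The common peaks of these genes were located with their longest RefSeq models. Prox1 has its 2 peaks in the last intron (chromosome 1, 191952722 to 191952841 and 191957022 to 191957081). The first is the most enriched of all common peaks, with 49 and 28 Sox6 reads against 2 and 5 input reads in replicates 1 and 2, and its log2 ratio of 6.80 has a standard error of 0.47. The second has a log2 ratio of 4.65, and neither holds a match to the Sox consensus in its interval.

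Tead1 has 2 peaks in intron 9 (chromosome 7, 120027642 to 120027701 and 120029222 to 120029321), with log2 ratios of 3.52 and 4.57. In Tead4 they lie in intron 9 and intron 4 (chromosome 6, 128186762 to 128186901 and 128200702 to 128200841), with log2 ratios of 3.45 and 4.16. The first of these ranged from 2.51 without Sox6 replicate 2 to 4.40 without Sox6 replicate 1. Tcf4 on chromosome 18 has 3 peaks in its introns and 1 downstream, with log2 ratios from 2.38 to 3.36. The ratio of the peak in intron 3 was 3.64 without Sox6 replicate 1 and 2.34 without replicate 2. The peak of Hdac9 (chromosome 12, 35213862 to 35213941) lies at -147 bp from an annotated start site but outside the longest RefSeq model used, and has a log2 ratio of 3.26. For Hdac11 the peak lies at -388 bp (chromosome 6, 91106202 to 91106341) and has a log2 ratio of 5.61, from 86 and 67 Sox6 reads against 14 and 20 input reads. The largest adjusted p among these peaks was 4.28e-05 by limma, for a Tcf4 peak.

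The Pol II level was 0 RPKM for Prox1 and Hdac9, 0.0462 for Tead1, 5.61 for Tead4, 0.0738 for Tcf4 and 0.0803 for Hdac11. In Pol II replicate 1, Tead4 had 3.21 RPKM and Hdac11 had 0. These levels count only reads in called Pol II peaks. With all reads in the gene counted, Pol II replicate 2 gave 0.80 RPKM for Prox1, 0.156 for Hdac9 and 2.11 for Tead1. It gave 8.55 RPKM for Tead4, 2.71 for Tcf4 and 2.13 for Hdac11. The input levels were 0.441, 0.339, 0.766, 1.01, 0.723 and 0.869 RPKM in the same order.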

In spite of its high expression in skeletal muscle, the role of the class IV histone deacetylase Hdac11 [50] in muscle development is yet to be discovered [51].

*Prox1 *encodes a transcription factor expressed in slow muscle in zebrafish [47]. Though its role in mammalian skeletal muscle development is yet to be reported, we hypothesize that the Prox1 protein also plays a role in slow muscle fiber differentiation in mice. To support this, we have found that Prox1 mRNA is preferentially expressed in the slow soleus muscle compared to the EDL, TA, and gastrocnemius muscles in adult (Additional file 1, Figure S1B). Therefore, the Prox1 protein may play a role in slow fiber differentiation during muscle development as well as maintenance of slow muscle in adult. In the Sox6 gene region, two Sox6 peaks were detected in the fifth intron (Additional file 3, Figure S2G). 

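Both peaks lie in intron 5 of the longest model of Sox6, which is on the minus strand of chromosome 7, at 122830402 to 122830541 and at 122837162 to 122837241. The first held 11 Sox6 reads in each replicate against 15 and 7 input reads, with a log2 ratio of 3.56 (standard error 0.48, adjusted p = 4.29e-13 by limma). That ratio was 4.15 without input replicate 1 and 2.96 without input replicate 2. The second held 8 and 5 Sox6 reads against 8 and 10 input reads, with a log2 ratio of 3.00 (standard error 0.63, adjusted p = 2.53e-06). No match to the Sox consensus lies in either interval. A further 3 peaks in or near the gene are listed for replicate 1 only and 2 for replicate 2 only.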

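No Pol II peak of replicate 2 overlaps the Sox6 gene (chromosome 7, 122614858 to 123182258), so its level is 0 RPKM, and it is 0 RPKM in replicate 1 too. Counting all reads in the gene, Pol II replicate 2 had 0.616 RPKM, against 0.598 RPKM in the input of that replicate.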

Existence of Sox6 binding sites and very low levels of Pol II binding in the Sox6 gene region may suggest a self-regulatory mechanism of Sox6 transcription during skeletal muscle development, as has been recently reported for erythrocyte development [52].

We also examined whether *Tead1*, *Tead4, Tcf4*, *Hdac9 *and *Hdac11 *are differentially expressed between slow and fast muscles. We found that *Tead1, Tead4, Tcf4 *and *Hdac9 *were all expressed higher in the slow soleus muscle than the group of fast muscles, EDL, TA, and gastrocnemius (Additional file 1, Figure S1C-F). *Hdac11*, on the other hand, was expressed slightly higher in the fast muscles than soleus (Additional file 1, Figure S1G). These results suggest that Tead1, Tead4, Tcf4 and Hdac9 may also positively regulate slow fiber specific genes. The association of Sox6 peaks to these transcriptional regulatory genes suggests that Sox6 may be indirectly regulating muscle development through these key transcription regulators.

Sox6 binding to the genes described above was validated by ChIP-qPCR (Additional file 4, Figure S3).

### Muscle specific inactivation of Sox6 results in significant upregulation of slow fiber, cardiac, and developmental isoform genes in skeletal muscle

The observation that the majority (84%) of the genes associated with Sox6 binding sites show little or no Pol II binding (Figure 4) supports our hypothesis that a major function of Sox6 during myogenesis is transcriptional suppression. To further evaluate this hypothesis, we next analyzed mRNA expression of selected genes associated with Sox6 binding in Sox6 KO muscle. For this, we used MCK-Cre mice (harboring the Cre gene under the control of the muscle creatin kinase promoter) to assess the effect of Sox6 inactivation in skeletal muscle as well as in cardiac muscle [53,54], since many of the putative Sox6 target genes are also expressed in the heart.

First, mRNA levels of the eighteen genes (eight fiber type-specific genes, two cardiac isoform genes, one developmental isoform gene and five transcription factors and two histone modification enzyme genes) were compared between control and Sox6 KO mice using newborn skeletal muscle (Figure 5). Sixteen genes out of the eighteen tested showed a significant increase in mRNA expression in the newborn Sox6 KO skeletal muscle (Figure 5). *Nfatc3 *and *Hdac11 *showed a tendency to be increased in Sox6 KO muscle, even though the difference was not statistically significant (Figure 5). These results indicate that Sox6 functions as a suppressor for these genes in developing muscle.

**Figure 5:**
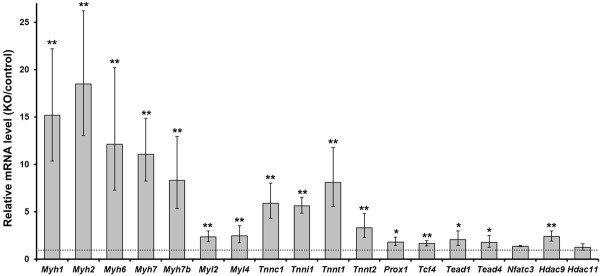
**Differences of expression levels of Sox6 target genes between control and Sox6 KO perinatal mice**. RT-qPCR was performed using total RNA from skeletal muscle of control (Sox6^f/f^) and Sox6 KO (Sox6^f/f^; MCK-Cre) newborn (postnatal day 1) mice. Expression levels in Sox6 KO mice were divided by those in control mice, and represented as mean ± SD (*n *= 3). The broken line corresponds to the expression ratio of 1, indicating equal expression level between the KO and control mice. (*) *P *< 0.05; (**) *P *< 0.005. Fiber type specific genes: *Myh1, Myh2, Myh7, My7b, Myl2 *(also expressed in the heart), *Tnnc1 *(also expressed in the heart), *Tnni1, Tnnt1*; cardiac isoforms: *Myh6, Tnnt2*; developmental isoform: *Myl4*; transcription factors: *Prox1, Tcf4, Tead1, Tead4, Nfatc3*; histone modification enzymes: *Hdac9, Hdac11*.

Next, we assessed mRNA expression of fifteen genes out of the eighteen tested above (*Myl4*, *Nfatc3*, and *Hdac11 *were excluded) as well as fast fiber specific genes, myogenic regulatory factors, and metabolism related genes in adult Sox6 KO muscle (Table 2). The slow fiber specific sarcomeric protein genes which had shown increased expression in Sox6 KO newborn muscle (*Myh7*, *Myl2*, *Tnnc1*, *Tnni1*, and *Tnnt1*) displayed an even greater fold increase in mRNA expression in adult Sox6 KO muscles compared to control (Table 2). Among the four muscle groups tested, the TA and EDL Sox6 KO muscles showed the most dramatic increase in slow fiber specific gene expression, the soleus exhibiting the least fold increase (Table 2), again likely reflecting the lower Sox6 expression in the soleus than the fast muscles TA, EDL, and gastrocnemius (Additional file 1, Figure S1A). The fast fiber specific genes (*Myh4*, *Tnni2*, and *Tnnt3*) exhibited a significant decrease in their mRNA expression in Sox6 KO muscles (Table 2). *Myh1 *(IIx/d) and *Myh2 *(IIa), were either increased or decreased in different Sox6 KO muscle groups (Table 2), which may reflect the fluid nature of MyHCs IIa and IIx/d's expression in adult skeletal muscle [2]. These two MyHC isoforms are intermediates between MyHC-β and MyHC-IIb when fiber type shift occurs in skeletal muscle. Therefore, they could be more sensitive to the timing and level of the Sox6 gene inactivation, leading to varied expression in the individual Sox6 KO muscles. Upregulation of the cardiac isoform genes, *Myh6 *and *Tnnt2*, was also observed in the adult Sox6 KO muscle (Table 2).

The significant upregulation in the slow fiber and cardiac isoform gene expression in adult Sox6 KO skeletal muscle likely suggests that inactivation of the Sox6 gene early in myogenic development inhibited the postnatal maturation of the skeletal muscle. Postnatal development of skeletal muscle is characterized by the progressive decline of slow fiber specific gene expression in fast muscles [6,7,55]. As a result, control EDL and TA muscles express only a trace amount of the MyHC-β protein [6,56,57]. The extreme upregulation of the slow fiber specific genes such as *Myh7*, *Tnnc1*, and *Tnnt1 *in the Sox6 KO fast muscles may reflect their suspended postnatal maturation. This delayed maturation hypothesis is supported by the observation that the embryonic isoform acetylcholine receptor (Ach-R) γ (*Chrng*) is expressed at a higher level than the adult isoform Ach-R ε (Chrne) in Sox6 KO muscles (Table 2). During postnatal maturation of skeletal muscle, Ach-R γ is replaced by the adult isoform Ach-R ε [58]. In the adult Sox6 KO muscles, silencing of *Chrng *was not seen and *Chrne *expression did not reach to the control level (Table 2). Since we have located one Sox6 peak in the *Chrng *promoter region (approximately 135 bp upstream of the TSS), Sox6 may be directly suppressing transcription of *Chrng *during normal skeletal muscle development.

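The centre of this peak lies 135 bp upstream of the transcription start site of Chrng, which encodes the γ subunit of the acetylcholine receptor, and the peak spans 89102182 to 89102321 on chromosome 1. In myotubes its window held 17 and 16 Sox6 reads against 7 and 13 input reads, a log2 ratio of 4.22 (standard error 0.46, adjusted p = 1.07e-18 by limma). The interval holds 2 matches to the Sox consensus and 2 to the E-box consensus. In these myotubes Chrng had a Pol II level of 22.3 RPKM in replicate 2 and 19.7 RPKM in replicate 1.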

### Transcriptional regulatory genes associated with Sox6 peaks are upregulated in Sox6 KO adult muscle

In addition to the sarcomeric protein genes, mRNA levels of some of the transcriptional regulatory genes associated with Sox6 peaks were upregulated in the Sox6 adult KO skeletal muscles. *Prox1 *expression was significantly increased in Sox6 KO muscles, with the highest fold increase in the TA and EDL, followed by the gastrocnemius (Table 2). It should be noted that *Prox1 *expression is highest in the soleus in the adult control (Sox6^f/f^) muscles (Additional file 1, Figure S1B). These observations suggest that *Prox1 *may play a role for sustaining slow fiber specific gene expression in adult muscle. *Tead4 *and *Hdac9 *also showed a slight increase in their expression in the Sox6 KO TA, EDL, and gastrocnemius muscles (Table 2). Expression of *Tcf4 *and *Tead1*, on the other hand, showed no clear difference between Sox6 KO and control adult muscles (Table 2), in spite of their higher expression in the Sox6 KO newborn muscle (Figure 5). This result suggests that Sox6 may regulate transcription of *Tcf4 *and *Tead1 *in developing muscle, but this regulation may not be maintained through adult.

Since it has previously been reported that MyoD and Myogenin are differentially expressed between slow and fast muscles (MyoD higher in fast than slow; Myogenin higher in slow than fast) [59,60], we also examined mRNA expression of these genes in Sox6 KO muscle. As shown in Table 2, there was no discernable change in MyoD mRNA expression, whereas there was a small increase in Myogenin mRNA expression in Sox6 KO muscles. An increase in Myogenin expression in Sox6 KO muscle suggests that Myogenin may play some role in maintaining slow fiber phenotype in the adult skeletal muscle as previously proposed [60].

### The level of transcriptional upregulation of metabolism related genes is less than that of slow fiber sarcomere protein genes in Sox6 KO muscle

Since a close coupling between the slow fiber gene program and the oxidative metabolism gene program in adult skeletal muscle has been reported [1,3], we also examined mRNA expression of the genes whose high expression is correlated with the oxidative state of skeletal muscle metabolism in Sox6 KO muscle (myoglobin, Sdha and Ppargc1a). In MCK-Cre induced Sox6 KO muscle, mRNA levels of *Ppargc1a *and *Sdha *were, in general, lower than control (Table 2). These results replicated the data obtained using Myf5-Cre induced Sox6 KO muscle (Table 1). Myoglobin expression showed a slight increase in the Sox6 KO TA, EDL, and gastrocnemius (Table 2). When the color of gastrocnemius and soleus muscles was visually inspected, the characteristic color difference between the two muscles in control muscle (soleus being redder than gastrocnemius) was less clear in Sox6 KO muscle, because the Sox6 KO gastrocnemius exhibited an increase in redness in its color (Figure 6). This may reflect a small, but consistent increase in myoglobin expression in the Sox6 KO gastrocnemius muscle (Table 2). The more red muscle in Sox6 KO muscle has been also reported by Quiat et al. [34]. Interestingly, both Quiat et al. and our current report observed reduced expression in *Ppargc1a *in Sox6 KO muscle, which may suggest that there could be a pathway independent of *Ppargc1a *regulating myoglobin expression in Sox6 KO muscle. An alternative explanation for the increased redness in the Sox6 KO muscle could be a change in capillary density. In the Sox6 peak associated RefSeq genes, GO terms related to vasculature development and angiogenesis were also enriched (*P *< 2 × 10^-3^) (Additional file 5, Table S2). Thus, the increased capillary density could be the cause of more red color of the Sox6 KO gastrocnemius.

**Figure 6:**
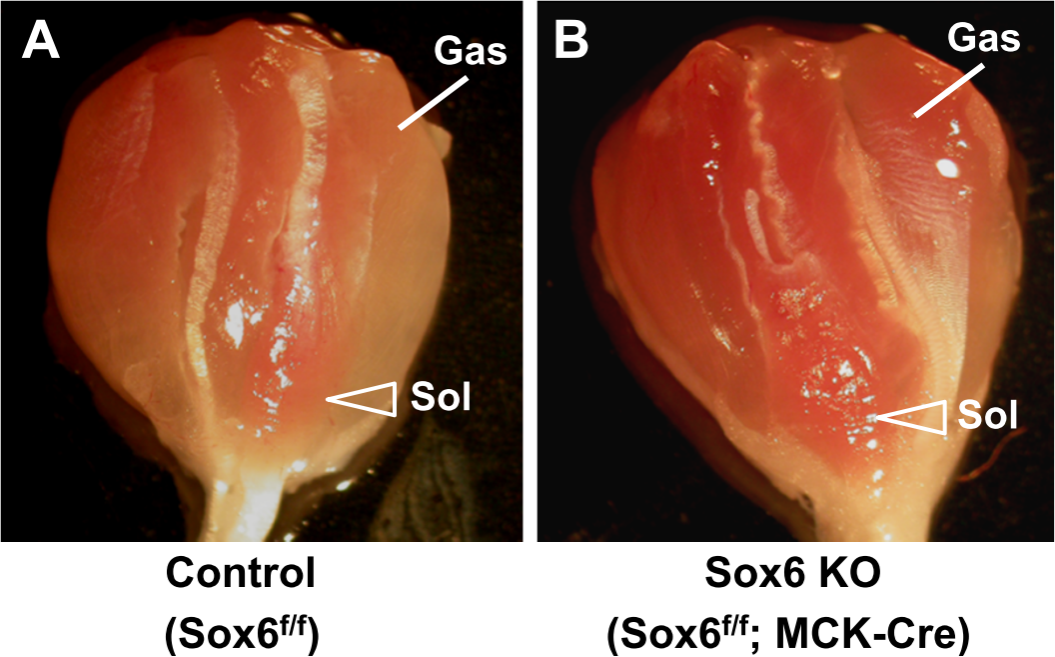
**Morphological difference of skeletal muscle between control and Sox6 KO mice**. Dissected gastrocnemius/soleus muscles from three month old mice are shown. A. control (Sox6^f/f^) muscle. B. Sox6 KO (Sox6^f/f^; MCK-Cre) muscle.

### Fetal isoform gene expression is upregulated in the Sox6 KO heart

Since the two cardiac MyHC isoform genes, α and β (*Myh6 *and *Myh7*), were associated with Sox6 binding (Additional file 3, Figure S2B) and their expression was upregulated in Sox6 KO skeletal muscle (Figure 5, Table 2), we next examined their expression in the Sox6 KO heart. In the mouse heart, expression of MyHC-α and MyHC-β is developmentally regulated. MyHC-β is the fetal isoform in the heart and is replaced by the adult isoform MyHC-α within the first week after birth [61]. As summarized in Table 4 it appears that this isoform transition, fetal to adult, is incomplete in the Sox6 KO myocardium. In the Sox6 KO heart, MyHC-β expression was sustained at an equal to a slightly higher level than control heart, whereas MyHC-α expression decreased to approximately the half of the control level (Table 4). To test if this is a developmental defect in the postnatal heart, we also examined expression of the developmentally regulated skeletal α-actin gene, which is expressed in the fetal heart and silenced later in adult [62]. Indeed, skeletal α-actin mRNA expression was consistently higher in the Sox6 KO heart (Table 4), suggesting that the Sox6 KO heart is developmentally more immature than the control heart. Interestingly, the expression of *Ppargc1 *was also lower in the Sox6 KO heart (Table 4). Since Ppargc1 plays an important role in maturation of the metabolic state and mitochondrial biogenesis in the postnatal heart [63-65], this result suggests that the loss of Sox6 caused a delay in the postnatal maturation of the heart, thus Sox6 may also be necessary for the functional maturation of cardiac muscle.

**Table 4:** Fold change in mRNA levels in the Sox6 KO heart compared to control

	Heart		
	
Mouse ID#	1	2	3
Sox6	0.23	0.16	0.30
Myh6	0.67	0.61	0.51
Myh7	3.40	1.78	1.25
Acta1 (sk-actin)	4.28	4.36	2.55
Ppargc1a	0.52	0.57	0.51

Sox6 was inactivated using MCK-Cre mice. Mouse 1 and mouse 2 are two month-old, and mouse 3 is three month-old. Control expression level = 1.00.

### Nfatc3 protein expression is highly upregulated in Sox6 null myotube cultures

It has been reported that Nfatc3 stimulates myogenic differentiation both in vivo and in vitro [43,45]; however, its implication in muscle fiber type specification has not been noted. Calcineurin-directed dephosphorylation of NFAT factors results in their nuclear localization and transcriptional activation of their target genes [66]. We have located one Sox6 peak in the last intron of *Nfatc3 *(Additional file 3, Figure S2J). 

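The common peak spans 108636322 to 108636581 on chromosome 8, in intron 9, the last of the longest model of Nfatc3. Its window held 33 and 11 Sox6 reads against 9 and 13 input reads in replicates 1 and 2, a log2 ratio of 4.26 (standard error 0.46, adjusted p = 1.87e-19 by limma). The interval holds 2 matches to the Sox consensus. Nfatc3 had a Pol II level of 0.0306 RPKM, from 6 reads in 1 Pol II peak, and 0 in Pol II replicate 1. With all reads in the gene counted, it had 1.45 RPKM in Pol II replicate 2, against 0.655 RPKM in the input of that replicate.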

As shown in Figure 5, Sox6 KO newborn skeletal muscle showed a small increase (not statistically significant) in *Nfatc3 *mRNA expression. To assess whether the Nfatc3 activity increases in Sox6 null myotubes, we examined sub-cellular localization the Nfatc3 protein using Western blot. We took advantage of the Sox6 null mouse (*p^100H^*-Sox6 null mutant allele) in our laboratory to obtain a pure population of Sox6 null myotubes [12,13,26]. Fetal myoblasts were prepared from E18.5 *p^100H^*-Sox6 null and wild type littermates and were differentiated in differentiation medium (DM). In undifferentiated myoblast cultures, the amount of the nuclear as well as cytoplasmic Nfatc3 protein was comparable between Sox6 null and wild type (Figure 7). Once myotube differentiation was induced, in wild type cultures, the Nfatc3 protein was detected only in the nuclear fraction, whereas in the *p^100H ^*cultures, a continuous presence of the cytoplasmic Nfatc3 protein and a higher level of the nuclear Nfatc3 protein (compared to wild type) were observed (Figure 7). We have previously reported that Sox6 expression is significantly increased upon induction of myotube differentiation [13]. Therefore, these results suggest that a higher level of Sox6 expression in wild type myotubes likely suppressed new synthesis of Nfatc3, while the absence of Sox6 in *p^100H ^*myotubes allowed continuous Nfatc3 synthesis. These results suggest that Nfatc3 activity is upregulated in the Sox6 null myotubes which show a higher level of slow fiber specific gene expression.

**Figure 7:**
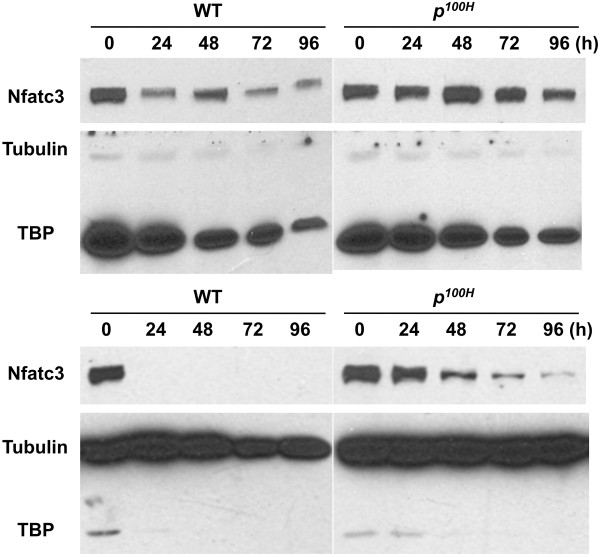
**Nfatc3 protein levels are increased in both the nucleus and cytoplasm of Sox6-null myotubes**. Wild type (WT) and Sox6-null (*p^100H^*) fetal primary myoblasts or myotubes were harvested at 0, 24, 48, 72, and 96 h after switching to DM, and nuclear and cytoplasmic protein was extracted for Nfatc3 Western blotting. TATA binding protein (TBP) and tubulin were used as loading controls for nuclear and cytoplasmic fractions, respectively. Upper panels: nuclear fractions. Lower panels: cytoplasmic fractions.

### Functional analysis of the Sox6 binding sites

In order to characterize the functional nature of the Sox6 binding sites in transcriptional regulation, we next performed reporter gene assays. We chose five Sox6 peak-associated genes, *Myh7 *(MyHC-β), *Myh7b*, *Tnnc1, Tnni1*and *Hdac11*, in which Sox6 binding was validated by ChIP-qPCR (Additional file 4, Figure S3). All of these Sox6 peaks tested contained a Sox consensus motif. 

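On NCBI Build 37, the interval of the proximal peak of Myh7 holds 1 match to the Sox consensus ACAAWG or its reverse complement, which with 10 bases on either side reads AAGTGGTCGTCATTGTTGTGGCATGG. The distal peak of Myh7 holds 3. The peak of Myh7b holds 3 matches, and that in the first intron of Tnnc1 holds 1, in CCAGGTTTAACTTTGTCCCCCTTTAA. The distal and proximal peaks of Tnni1 hold 2 and 1, the latter in ACATAGCAGGCATTGTCTTTCTCTGA. The peak of Hdac11 holds 1, in TTCTGGCCTCCATTGTTGGGGCCCCA.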

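For the reporter constructs, regions between the cloning primers of Table S5 were located in the sequence of NCBI Build 37. That of Myh7b spans 5956 bp (chromosome 2, 155431038 to 155436993) and contains 1 common Sox6 peak. For Tnnc1 it spans 1331 bp (chromosome 14, 32021590 to 32022920) with 1 common peak, for Tnni1 5201 bp (chromosome 1, 137690838 to 137696038) with 2, and for Hdac11 1047 bp (chromosome 6, 91105776 to 91106822) with 1. For Myh7, Table S5 gives no primers for a mouse region, so none was located. According to the paper's Methods, that construct holds sequence of the rat gene. The mouse matches given here for Myh7 are therefore not necessarily those in the construct.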

Firefly luciferase vectors containing each of the following sequences, ~3.5 kb *Myh*7 5'-upstream sequence (two Sox6 peaks; MHC3500), ~6 kb *Myh7b *5'-upstearm sequence (one Sox6 peak), ~1.3 kb of the *Tnnc1 *first intron (one Sox6 peak), ~5.2 kb *Tnni1 *5'-upstream region (two Sox6 peaks), and ~1 kb *Hdac11 *5'-upstream sequence (one Sox6 peak) were generated (Figure 8A; see Additional file 3, Figure S2B-E and S2M for the location of Sox6 peaks). It should be noted that the proximal Sox6 peak in the *Tnni1 *5'-upstream region (approximately -800 bp from TSS) overlapped with the previously reported slow upstream regulatory element (SURE) containing an enhancer element [67].

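The centre of the proximal peak lies at -738 bp from the nearest annotated transcription start site of Tnni1, from 137695162 to 137695321 on chromosome 1, and that of the distal peak at -4408 bp, from 137691462 to 137691681. Relative to the longest model of the gene, which starts further upstream, both lie in intron 2. The proximal window held 35 and 19 Sox6 reads against 20 and 14 input reads, a log2 ratio of 4.07 (standard error 0.44, adjusted p = 8.47e-19 by limma). The distal window held 12 and 10 Sox6 reads against 7 and 10, a log2 ratio of 3.83 (standard error 0.51, adjusted p = 1.5e-13).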

**Figure 8:**
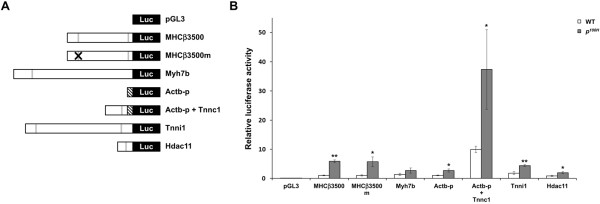
**Differences of reporter activities between wild type and Sox6-null primary myotubes**. A. Schematic representations of the firefly luciferase vectors constructed to test the function of Sox6 binding sequences. Black boxes indicate the firefly luciferase gene and shaded boxes indicate the chicken β-actin promoter (Actb-p). Open boxes indicate the upstream sequences of the wild type MyHC-β gene (MHCβ3500) or its mutated version (MHCβ3500 m; cross indicates mutation), *Myh7b*, *Tnni1*, and *Hdac11*, or the first intron sequence of *Tnnc1*. Approximate positions of Sox6 binding sites are indicated by gray lines. B. The reporter constructs shown in A were cotransfected with a Renilla luciferase vector into wild type (WT) and Sox6-null (*p^100H^*) primary myoblasts. After differentiation into myotubes, both luciferase activities were measured and normalized with Renilla luciferase activity. Data were further normalized to WT MHCβ3500 value (i.e. MHCβ3500 in WT = 1.0), and represented as mean ± SD (*n *= 3). (*) *P *< 0.05; (**) *P *< 0.005.

To assess whether these Sox6 binding sites function as a negative or positive regulatory element, the luciferase reporter gene constructs described above were transiently transfected to *p^100H^*-Sox6 null and wild type myoblasts, differentiated in DM for 48 hours, after which firefly luciferase activities were compared between the Sox6 null and wild type myotube cultures. If these Sox6 binding sequences function as negative regulatory regions, it is expected that the luciferase activity would be higher in *p^100H ^*myotube cultures in which no functional Sox6 protein is produced. As summarized in Figure 8B, four out of the five sequences tested drove a higher firefly luciferase activity in Sox6 null myotube cultures compared to wild type, indicating that these Sox6 binding sites function as negative regulatory sequences. The *Myh7b *5'-sequence did not drive a statistically higher luciferase activity in Sox6 null myotube cultures (Figure 8B). Since the endogenous *Myh7b *expression was higher in Sox6 KO muscle (Figure 5), it is possible that the in vitro culture may not be the best approach to assess the effect of the *Myh7b *Sox6 biding regions. Intriguingly, Bell et al. have shown that Sox6 protein overexpression in C2C12 cells could suppress transcription from the 1 kb *Myh7b *5'-upstream sequence [68]. Therefore, there could be a Sox6 binding site not detected in our ChIP-seq analysis which may still be functioning as a negative regulatory element in a different context.

We have previously shown that the proximal Sox6 binding site (-200 bp from the *Myh7 *TSS) functions as a negative regulatory element in reporter gene assays [13]. 

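The proximal common peak of Myh7 spans 55613562 to 55613681 on chromosome 14, and its centre lies at -150 bp from the transcription start site. Its window held 12 and 8 Sox6 reads against 4 and 7 input reads in replicates 1 and 2, a log2 ratio of 4.29 (standard error 0.66, adjusted p = 1.93e-10 by limma). The interval also holds a match to the Tead/MCAT consensus, from 55613659 to 55613664.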

In the present report, we have identified an additional distal Sox6 binding site (-2900 bp from TSS) which overlaps with a known muscle enhancer element [69,70]. 

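The distal common peak spans 55615862 to 55616701, and its centre lies at -2810 bp from the transcription start site. With 37 and 29 Sox6 reads against 8 and 7 input reads, its log2 ratio was 5.52 (standard error 0.45, adjusted p = 2.43e-31 by limma). In the mouse sequence, its matches to the Sox consensus lie at 55615916 to 55615921, 55615927 to 55615932 and 55616391 to 55616396. Which of them the rat sequence of the reporter construct shares was not examined.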

To delineate the two Sox6 binding sites in the *Myh7 *5'-upstrem region (see Additional file 3, Figure S2B for the peak locations), the distal Sox consensus sequence (-2,900 bp) was mutated in MHCβ3500 (designated as MHC β3500 m) (Figure 8A). As shown in Figure 8B, the loss of the distal Sox motif did not affect the luciferase activity in either Sox6 null or wild type myotubes. This result suggests that the distal Sox motif has little effect on transcriptional suppression from the 3.5 kb *Myh7 *5'-region in transient assays, and therefore, at least in the current in vitro assay conditions, the proximal Sox6 binding site is sufficient to suppress the transcription driven by the 3.5 kb *Myh7 *5'-upstream region.

The function of the Sox6 binding site in the *Tnnc1 *first intron was determined using a hybrid luciferase reporter construct whose transcription is driven by the chicken β-actin promoter. The *Tnnc1 *first intron contains an enhancer element which was previously identified using C2C12 and Sol8 skeletal muscle cell lines [41]. The presence of this intron alone significantly increased luciferase activity in wild type myotubes (Actb-p vs. Actb-p+Tnnc1, p < 0.0001), confirming the enhancer activity (Figure 8B). The luciferase activity of the construct, Actb-p+Tnnc1, in Sox6 null myotubes was significantly higher than wild type, indicating that Sox6 binding hindered the enhancer activity in this intron (Figure 8B). Unexpectedly, the construct containing only the chicken β-actin promoter exhibited a small but statistically significant increase in luciferase activity in Sox6 null myotube cultures compared to wild type (Figure 8B). This was likely caused by the fortuitous presence of a couple of Sox motif sequences in the chicken β-actin promoter and intron sequences in the vector (data not shown), which could have functioned as a weak silencer element. The 5'-upstream sequences of both *Tnni1 *and *Hdac11 *showed a moderate but statistically significant increase in luciferase activity in Sox6 null myotubes (Figure 8).

## Discussion

In order to understand how Sox6 regulates muscle differentiation at the molecular level, we have performed ChIP-seq analysis to identify Sox6 targets in skeletal myotubes and extended the characterization of the Sox6 null muscle phenotype using muscle specific Sox6 inactivation. Among the 867 Refseq genes found to be associated with Sox6 peaks, the overrepresented GO terms included muscle structure and function, skeletal muscle and heart development, as well as transcriptional regulation. In a concurrently conducted Pol II ChIP-seq analysis, we found that the majority of the Sox6 peak-associated genes exhibited little to no recognizable binding peaks, suggesting that Sox6 mainly functions as a transcription suppressor in developing muscle.

How does Sox6 suppress its target genes? Based on evidence from this and other labs, we can speculate on two possible mechanisms (1 and 2) and, based on evidence accumulated in this report we also demonstrate two other likely mechanisms (3 and 4): (1) Sox6 may fine-tune the transcription of the genes that have been marked by MyoD binding, (2) Sox6 may modulate transcription of its target genes in concert with Tead and Runx factors, (3) Sox6 suppresses transcription by hindering the muscle-specific enhancer activity, and (4) Sox6 also indirectly influences downstream gene expression by regulating the expression of other transcription factors and chromatin modifying enzymes. Below, we will discuss each of these proposed mechanisms in more detail.

MyoD is one of the myogenic regulatory factors and defines the myogenic lineage during development [71,72]. In myotubes, MyoD binding events are frequent (~26,000 peaks with a higher cut off, ~60,000 peaks with a lower cut off) and are associated with histone H4 acetylation (H4Ac) [36], which is a marker of an active chromatin state [73]. We found that 96% of the Sox6 peaks in fetal myotubes overlapped with, or were in the close vicinity to (within 50 bp), the reported MyoD peaks [34]. The E-box motifs in the Sox6 peak regions we found were enriched for the CAGCTG E-box sequence (Figure 3). 

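The sequence CAGCTG was present in 467 of the common peaks and CAGGTG or its reverse complement in 222. E-box matches within 50 bp of the peak centre numbered 580, against 126 at 450 to 500 bp from it.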

Previously, it has been shown that this motif is represented in the peaks more strongly bound in C2C12 myotubes compared to myoblasts, indicating that this E-box motif is mainly associated with the genes regulating muscle differentiation [36]. Taking this observation together with ours, we speculate that MyoD binding in the myotube would change the chromatin environment in such a way as to allow the approach of additional transcriptional regulators by recruiting the chromatin modifying enzymes [74], thus allowing the fine-tuning of muscle specific gene expression necessary for the formation of mature skeletal muscle. Sox6 could be one of these additional transcriptional regulators and specify fiber type characteristics during muscle terminal differentiation.

We have previously reported that Sox6 interferes with a MCAT enhancer located in close proximity to the Sox consensus motif in *Myh7*, causing suppression of *Myh7 *transcription [13]. Tead/MCAT motifs are frequently found in enhancer or promoter regions of muscle specific genes and it has been demonstrated that binding of TEF-1/Tead1 to the MCAT motifs activates transcription of these muscle-specific genes [38,75]. In our analysis of the 1,066 Sox6 peaks, we found 203 MCAT motifs. This suggests that the mechanism of Myh7 transcriptional suppression by Sox6 (possibly via physical interference) we reported earlier may be a common mechanism Sox6 uses to suppress genes whose transcription is activated via Tead/MCAT motifs. 

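Near the peak centres, 204 matches to the Tead/MCAT consensus lay within 50 bp and 57 at 450 to 500 bp. With windows of 200 bp on each side of the centre, 426 peaks (40.0%) and 20.3% of flanking windows held a match.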

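Runx consensus matches within 50 bp of the centres of the common peaks numbered 715, against 328 at 450 to 500 bp, a ratio of 2.18. Windows of 100 bp on each side of the centre held a match in 68.9% of peaks and 45.9% of flanks.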

Our analysis also revealed 559 Runx motifs in the 1,066 Sox6 peaks. Currently, the roles of Runx motif binding factors (Runx-1, -2, and 3) in muscle development are not well known, though there are reports showing that Runx1 plays a role in skeletal muscle differentiation [37,76,77]. In adult skeletal muscle, Runx1 expression is induced by denervation [77], and muscle-specific Runx1 inactivation leads to accelerated muscle wasting in denervated muscle [76]. In an earlier stage of muscle differentiation, it has been reported that Runx1 directly interacts with MyoD preferentially in proliferating myoblasts to inhibit terminal differentiation of skeletal muscle [37]. The authors showed that the Runx1/CBFβ complex recruits suppressive chromatin modifying enzymes (e.g. HDACs), thus inactivating transcription of the MyoD target genes that are necessary for the cell cycle exit and differentiation [37]. Since the Runx proteins have been shown to function as transcriptional suppressors or activators in different circumstances [78] (similar to Sox6), the transcriptional outcome of the possible interaction between the Sox6 and Runx proteins needs further investigation.

As demonstrated in the Results section, the Sox6 binding sites in the *Tnnc1 *first intron and the *Tnni*1 5'-upstream region both effectively reduced the activity of the enhancer elements (Figure 8). The molecular mechanisms by which Sox6 overrides muscle enhancers is currently under investigation; however, the skeletal muscle MyHC gene clusters may help shed light on this role of Sox6. 

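The Myh genes on chromosome 11 lie in the order Myh3, Myh2, Myh1, Myh4, Myh8 and Myh13, and the last of them ends at position 67185088. In the list of replicate 1 only, a further Sox6 peak lies from 67127452 to 67127551, at -7659 bp from the transcription start site of Myh13 and within 20 kb of the end of Myh8. Its window held 17 Sox6 reads in replicate 1 and 7 in replicate 2, against 7 and 3 input reads. Myh13 had 0 RPKM of Pol II in both libraries.

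**Figure D4:**
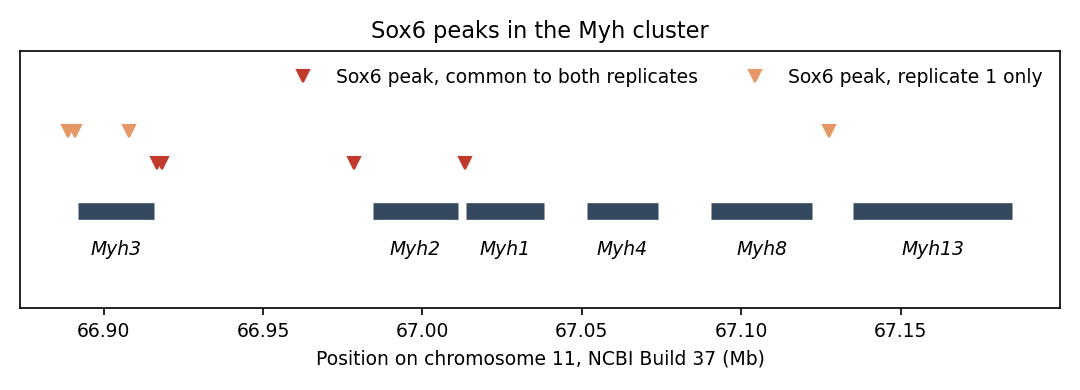
Positions of the Myh genes (bars) and of Sox6 peaks (triangles) on chromosome 11 in Mb of NCBI Build 37. Peaks common to both replicates lie near Myh3, Myh2 and Myh1, and the peaks of replicate 1 only lie at Myh3 and between Myh8 and Myh13.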

In the six MyHC isoform genes clustered on the mouse chromosome 11 [*Myh3 *(emb), *Myh2 *(IIa), *Myh1 *(IIx/d), *Myh4 *(IIb), *Myh8 *(peri), *Myh13 *(eo)] [74], only the *Myh4 *and *Myh8 *genes were not associated with Sox6 peaks (a Sox6 peak was detected in the 5'-upstream region of *Myh13 *in one of the two ChIP-seq data sets; data not shown). Therefore, Sox6 may be involved in sequential expression of the MyHC loci, possibly in collaboration with an enhancer element similar to the locus control region (LCR) reported for the globin gene cluster [79]. This is an appealing hypothesis, because it has been shown that Sox6 (acting as a transcriptional suppressor) regulates sequential expression of the β-globin genes during erythrogenesis [80] in concert with BCL11A which binds to the globin gene LCR [81]. There have been reports on transcription factories that unite transcriptionally active genes on separate chromosome regions for coordinated transcription [82]. It is possible that association of Sox6 with its target sequences inhibits transcriptional initiation by Pol II, thus causing dissociation of Sox6 target genes from transcription factories.

We demonstrated that expression of *Tead1*, *Tead4*, *Hdac9*, and *Prox1 *was upregulated in Sox6 KO skeletal muscle (Figure 5), suggesting that Sox6 is a suppressor of these transcriptional regulatory genes. Tead1 (TEF-1) and Tead4 (RTEF-1) are highly expressed in muscle tissues and have been reported to activate muscle specific gene transcription [83-85]. Hdac9 is a class IIa HDAC [86] and functions as a mediator of motor neuron input to skeletal muscle [87]. Prox1 is expressed in slow muscle in zebrafish [47]. Since *Prox1 *is preferentially expressed in slow fiber muscle in control mice (Additional file 1, Figure S1B) and Sox6 inactivation caused a sizable increase in *Prox1 *mRNA expression in Sox6 KO muscle, we propose that Prox1 also plays a role in regulation of slow muscle fiber specific gene expression in mice. This observation presents further evidence of evolutionary conservation in the mechanisms regulating muscle fiber type differentiation in vertebrates [19,88]. Since there are more transcriptional regulator genes that are closely associated with Sox6 peaks, which we did not have space to discuss in this report, it is likely that Sox6 is part of the transcriptional networks that shape the characteristics of both muscle development and mature muscle functions.

The most striking phenotype of Sox6 null skeletal muscle is the dramatic increase in the expression of multiple slow fiber specific genes. This observation originally led us to hypothesize that Sox6 functions as a transcriptional suppressor of slow fiber specific genes [12,13]. In this report, we expanded the gene expression profiling of Sox6 KO skeletal muscle by including cardiac and embryonic muscle isoform genes. Cardiac isoforms *Myh6 *and *Tnnt2*, as well as embryonic isoforms *Myl4 *and *Chrng*, were upregulated in the Sox6 KO muscle (Figure 5, Table 2). It has been reported that *Tnnt2 *is upregulated in regenerating dystrophic muscle [89]. *Myh6 *is expressed in specialized craniofacial muscle, such as jaw and extraocular muscle, but not in limb or other body muscle [90,91]. These observations suggest that Sox6 may play a role in not only determining fiber types, but also defining developmental maturity and highly specialized functions of skeletal muscle.

In Sox6 KO muscle, a significant decrease in fast fiber specific gene expression was also observed. This Sox6 KO phenotype could be a secondary effect of the increased slow fiber gene products, or could be regulated indirectly by Sox6. Since we did not find Sox6 peaks associated with fast fiber specific genes, both mechanisms are equally plausible. With regard to indirect regulation, a few possible mechanisms can be hypothesized. For example, expression of the transcription factors Six1 and Six4, activators of fast fiber specific gene expression [29,92], could be indirectly suppressed in Sox6 KO muscle during development. Alternatively, downregulation of fast fiber specific genes in Sox6 KO muscle could be caused by changes in microRNA expression. MicroRNAs are known to function as posttranscriptional regulators of gene expression [93]. A recent report indicates that microRNAs suppress target gene expression predominantly through mRNA degradation [94], thus, it is plausible to postulate that an increase in microRNAs targeting fast fiber specific genes in Sox6 KO muscle leads to reduced fast fiber specific gene mRNA levels. As described above, we found Sox6 binding peaks associated with *Myh6 *and *Myh7 *(Additional file 3, Figure S2B). In the intron sequences of *Myh6 *and *Myh7*, miR-208a and miR-208b are encoded, respectively [95]. It has been reported that miR-208 suppresses expression of THRAP1, which promotes fast fiber specific gene expression [96]. The increased transcription of *Myh6 *and *Myh7 *in Sox6 KO muscle, therefore, could lead to upregulation of miR-208, which in turn, suppress fast fiber specific gene expression. However, the actual situation is likely to be more complex. It should be noted that miR-208, along with miR-499, also targets the 3'-UTR region of *Sox6 *[68,97,98]. MiR-499 is encoded in the intron of *Myh7b *[95,99], which has a Sox6 binding site in its 5'-upstream region (Additional file 3, Figure S2C). Since *Myh6*, *Myh7*, and *Myh7b *are all negatively regulated by Sox6 (Figure 5), these data suggest that Sox6 and these miRNAs constitute two-way feedback loops.

Figure 9 summarizes both our current results and the reported regulatory mechanisms for Sox6 expression. A recent report on the regulation of Sox6 expression in zebrafish skeletal muscle has demonstrated that Sox6 transcription is positively regulated by MyoD and Myf5, and repression of Sox6 activity in slow fibers is maintained by miR-499 which targets the Sox6 3'-UTR [100]. We have reported that Sox6 transcription is upregulated when myotube differentiation is induced [13], therefore, MyoD and Myf5 might also be activating Sox6 transcription during mammalian muscle development. Since MyoD is preferentially expressed in fast fibers in adult mice [59,60], it may sustain the higher level of Sox6 expression in adult fast fiber muscles reported here as well as by Quiat et al. [34]. Although the negative regulation of Sox6 by miR-499 has been already reported in mice [68,97,98], how suppression of Sox6 expression in slow fibers is initiated is not yet understood. Alternatively, it is also possible that Sox6 expression is activated when fast-twitch myotubes emerge during fetal muscle development [101]. Since fiber type-specific gene expression in mammalian skeletal muscle during development as well as in adult life is very fluid [2-4], how Sox6 expression is regulated will be an increasingly important question as we try to understand how muscle fiber type is initially specified, maintained and changed in reseponse to the external signaling.

**Figure 9:**
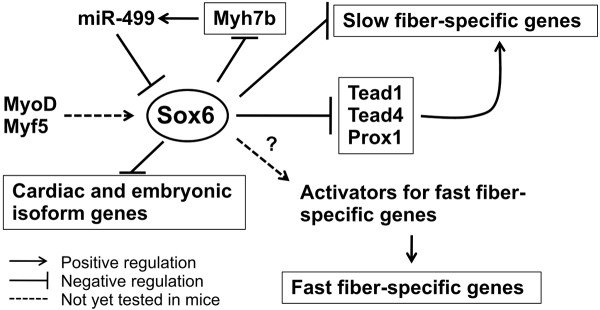
**Summary of the present work concerning the fiber type specification under the control of Sox6**. It has been shown that in zebrafish, MyoD and Myf5 are necessary to activate Sox6 gene expression in muscle [100]. This muscle-specific Sox6 activation mechanism has not been tested in mice yet, but since Sox6 upregulation coincides with upregulation of these myogenic regulatory factors during muscle differentiation, it is very likely that this mechanism is shared in mice also (see text). Once expressed in muscle, Sox6 directly suppresses transcription of slow fiber specific, cardiac and embryonic isoform genes during muscle development. In addition to these structural protein genes, Sox6 suppresses expression of the transcription factors which have been shown to activate slow fiber specific genes, Tead1, Tead4, and Prox1. By unknown mechanisms, fast fiber-specific gene expression in Sox6 KO skeletal muscle is dramatically reduced. Since Sox6 is preferentially expressed in fast-twitch fiber rich muscles, it is possible that Sox6 indirectly stimulates the fast fiber-specific gene program. This idea awaits future investigation. Sox6 activity in slow fibers is suppressed by miR-499 which is encoded in an intron of the Myh7b gene. We have shown that Sox6, in turn, suppresses Myh7b transcription. This negative feedback loop might be important for fiber type switching during muscle development as well as in adult muscle.

## Conclusions

We have shown that: (1) Sox6 directly suppresses the transcription of slow fiber-specific, cardiac, and embryonic isoform genes through binding to the transcriptional regulatory regions, (2) Sox6 regulates expression of transcriptional regulators critical for muscle development, therefore, extending its effect on muscle development by cross-talking with other regulatory pathways, (3) Loss of Sox6 in skeletal muscle results in a significant increase in expression of slow fiber-specific, cardiac, and embryonic isoform genes which are associated with Sox6 binding peaks, accompanied by a decreased in fast fiber-specific gene expression, and (4) Loss of Sox6 in cardiac muscle results in increased expression of fetal isoform genes in the adult heart, which suggests that Sox6 is required for the postnatal maturation of cardiac muscle as well. Since the Sox6 KO phenotypes reported here have relevance to muscle degenerative diseases [102-105] as well as heart failure [106], uncovering the many functions of Sox6 in muscle development will likely contribute to the understanding of mechanisms of human muscular diseases.

## Methods

### Cell culture

Isolation, culture, and induction of myotube differentiation in differentiation medium (DM) of fetal myoblasts isolated from mouse E18.5 limb were described previously [13].

### ChIP-seq

ChIP experiments were performed using the Imprint Chromatin Immunoprecipitation Kit (Sigma-Aldrich) according to the manufacturer's instructions. Primary myotubes differentiated in DM for 48 h were washed with phosphate-buffered saline with 1 mM MgCl_2 _(PBS-Mg) once, and then fixed with 2 mM disuccinimidyl glutarate (DSG; Thermo Fisher Scientific) for 45 min at room temperature as described by [107]. Cells were washed with PBS-Mg twice, and fixed further using 1% formaldehyde for 10 min at room temperature. Antibodies used were rabbit polyclonal antibody to Sox6 (ab30455, Abcam), mouse monoclonal antibody to RNA Polymerase II (Pol II) CTD repeat YSPTSPS (4H8) (ab5408, Abcam), and normal mouse IgG from the ChIP kit. ChIP-seq library was prepared as described previously [108]. Briefly, the immunoprecipitated material was end-repaired, A-tailed, ligated to the sequencing adapters, amplified by 18-cycles of PCR and size selected (300-600 bp) followed by single end sequencing on an Illumina Genome Analyzer II by the DNA Technologies Core Facility at University of California, Davis http://dnatech.genomecenter.ucdavis.edu/. ChIP-seq data are available at Gene Expression Omnibus (accession number GSE32627).

### ChIP-seq data analysis

ChIP-seq reads and input sample reads were aligned using Bowtie (version 0.12.5) [109] with default parameters to the mouse NCBI Build 37 genome assembly. We obtained 3 and 1.5 million uniquely mapped reads from two independent Sox6 ChIP experiments, and 1.5 and 2.8 million uniquely mapped reads from two independent Pol II ChIP experiments, respectively. Peak calling was performed using SISSRs (version 1.4) [110] with the following parameters. -s (genome size): 2,716,965,481 bp, -F (average length of DNA fragments): 450 bp, -b (background file): input DNA data file of each ChIP experiment. Common peaks from the two Sox6 data sets were identified using ChIP-Seq Tool Set (version 1.0) [111]. Corresponding peaks within 50 bp were considered as overlapping. Peak annotation was carried out using PeakAnalyzer [112] with the default mouse mm9 annotation file. ChIP-seq data was visualized on the UCSC Genome Browser [113]. Motif discovery was conducted using MEME (version 4.5.0) [35] with default parameters, followed by comparison against three motif databases (JASPAR, TRANSFAC, and UNIPROBE) using TOMTOM (version 4.5.0) [114]. Gene ontology (GO) analysis was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov/) [115,116]. Pol II binding was represented as RPKM (reads per kilobase of RefSeq gene region per million mapped reads) based on read (tag) numbers in peak regions. We used the 2.8 million read data for calculation and visualization to maximize accuracy of result. When there are multiple RefSeq gene models per gene, the longest gene model was used for the calculations. When Pol II peaks were extended to extragenic regions, the length of extended regions was added to that of RefSeq gene models.

### qPCR

All measurements were conducted with ABI Prism 7900 HT Sequence Detection System (Applied Biosystems). ChIP-qPCR was performed using Maxima SYBR Green/ROX qPCR Master Mix (2X) (Fermentas) and specific primers listed in Additional file 6, Table S3. Single products were confirmed by dissociation curve analysis. Results were normalized to input, and fold enrichment was calculated by normalizing to enrichment at a negative control region (intergenic). RT-qPCR was performed using TaqMan Gene Expression Assays (Applied Biosystems). Total RNA was extracted with TRIzol reagent (Invitrogen). Following DNase treatment with DNA-free Kit (Ambion), cDNA was synthesized using High Capacity cDNA Reverse Transcription Kits (Applied Biosystems) with SUPERase-In (Ambion).

TaqMan probes used are provided in Additional file 7, Table S4. Results were normalized to β-actin (Actb) transcript level. All statistical analyses were performed using the two-tailed Student's t-tests. Relative mRNA levels against β-actin are shown in Additional files 8 and 9, Figures S4 and S5.

### Western blotting

Nuclear and cytoplasmic fractionation of primary myoblasts and myotubes was carried out using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific). A total of 30 μg of each protein sample was loaded on 7.5% SDS-polyacrylamide gel electrophoresis and transferred to a nitrocellulose membrane. The blot was incubated with anti-Nfatc3 mouse monoclonal antibody (sc-8405; Santa Cruz Biotechnology) at 1:100, and the signal was detected by Pierce ECL Western Blotting Substrate (Thermo Fisher Scientific). To estimate the amount of protein loaded in each lane, the same blot was stripped and then incubated with anti-TATA binding protein (TBP) mouse monoclonal antibody (ab818; Abcam) or anti α-Tubulin mouse monoclonal antibody (sc-8035; Santa Cruz Biotechnology) at 1:1000.

### Plasmid construction

A firefly luciferase expression vector driven by the MyHC-β promoter (MHCβ3500, which contains 3,500 bp of the 5' upstream sequence of the rat MyHC-β gene) was kindly provided by Dr. Baldwin at University of California, Irvine [117,118]. Using this vector as a template, a Sox motif in the distal Sox6 binding region found by our ChIP-seq experiments (approx. -2.9 kb in mouse) was mutated (TACAAAG to TCAGAAG) by an inverse PCR method [119] using KAPA HiFi HotStart DNA Polymerase (KAPA Biosystems) to generate MHCβ3500 m ("m" stands for mutation). Firefly luciferase expression vectors driven by the upstream regions of Myh7b, Tnni1, and Hdac11 genes (~ 6.0 kb, ~5.2 kb, and ~1.0 kb, respectively) were generated by inserting restriction enzyme-digested PCR products into appropriate restriction sites of pGL3-basic vector (Promega). A firefly luciferase expression vector driven by the first intron of Tnnc1 gene was constructed by replacing the CMV enhancer of pTriEx-1.1 vector (Novagen) with the first intron of Tnnc1 (~1.3 kb) followed by insertion of a restriction enzyme-digested PCR product of firefly luciferase gene from pGL3-basic vector into the appropriate restriction sites. A *Renilla *luciferase expresion vector driven by CMV promoter (pcDNA-Rluc) was produced by inserting the *Renilla *luciferase gene, which was obtained by digesting pRL-TK vector (Promega) with NheI and XbaI, into pcDNA3.1/Zeo(+) vector (Invitrogen).

Primers used were listed in Additional file 10, Table S5.

### Reporter assay

The reporter plasmids (see above) were co-transfected with the *Renilla *luciferase vector (pcDNA-Rluc) into mouse fetal primary myoblasts using Lipofectamine 2000 (Invitrogen) at 1:1.5 ratio of DNA and Lipofectamine. Twenty four hours after transfection, cells were washed with PBS once, and switched to DM. Cells were incubated further for 48 h, and firefly and *Renilla *luciferase activities were measured using Dual-Glo Luciferase Assay System (Promega) and a luminometer (LumiCount; Packard) according to the manufacturer's instructions. Statistical analyses were performed using the two-tailed Student's t-tests. As a negative control, pGL3-basic was used.

### Immunohistochemistry

Lower hindlimbs were collected from E18.5 embryos and one week old mice (P7), and TA and EDL muscles were collected from four month-old mice and embedded in Tissue Freezing Medium (Triangle Biomedical Sciences) for cryostat sectioning. Sections (10 μm) were fixed in 4% paraformaldehyde and processed for immunohistochemistry. As primary antibodies, rabbit polyclonal Sox6 antibody (ab30455, Abcam) at 400 fold dilution and mouse monoclonal MyHC-β antibody at 100 fold dilution (NOQ7.5.4D, Sigma-Aldrich) were used. As secondary antibodies, Alexa Fluor 555-conjugated goat anti-rabbit IgG (A-21429, Invitrogen) and Alexa Fluor 488-conjugated goat anti-mouse IgG (A-11059, Invitrogen) were used. DAPI staining was performed to visualize nucleus. Images were obtained at the confocal microscope facility at the UC Davis Genome and Biomedical Sciences Facility.

### Animal experiments

The animal studies were carried out under the guidance issued by the University of California, Davis.

## Authors' contributions

CIA performed ChIP-seq, ChIP-qPCR, RT-qPCR, plasmid construction, reporter assays, and contributed to writing the manuscript. YD performed immunostaining, RT-qPCR, and Western blotting. NH conceived, designed and supervised the study, and contributed to writing the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1 Relative mRNA levels of *Sox6, Prox1, Tead1, Tead4, Tcf4, Hdac9*, and *Hdac11 *in Sox6^f/f ^muscles. A**. *Sox6 *mRNA levels were determined in the adult EDL, TA, Gas, and Sol muscles using RT-qPCR and relative expression levels to the soleus in individual animals were calculated. Three 2 month-old and two three month-old Sox6^f/f ^mice were examined (*n *= 5). The error bars indicate standard error of the mean. The p-value for differential expression between the EDL and the soleus was 0.07. **B**. *Prox1 *mRNA levels were determined same as described for *Sox6 *(*n *= 3; two 2 month-old and one 3 month-old Sox6^f/f ^mice). **C-G**. For *Tead1, Tead4, Tcf4, Hdac9*, and *Hdac11*, data from EDL, TA, Gas were pooled and compared against soleus (*n *= 3). Click here for file

Additional file 2 **Table S1 Pol II binding data presented in Figure 4**. Full list of Pol II binding levels to the Sox6 peak-associated genes measured in RPKM are shown. Click here for file

Additional file 3 **Figure S2 Examples of Sox6 and Pol II binding events detected by ChIP-seq**. ChIP-seq tracks from two data sets of Sox6 (Sox6-1 and Sox6-2) are shown together with Pol II track (Pol II) of the 2.8 million read data (see the Methods section for details). Common Sox6 binding peaks between the two data sets are indicated as black bars (Sox6 peak). Chromosomal positions (mouse NCBI37/mm9 assembly) as well as sequence conservation (Vertebrate Cons) are presented above and below the ChIP-seq plots, respectively. **A**. *Myh1 *and *Myh2*, **B**. *Myh6 *and *Myh7*, **C**. *MyHC7b*, **D**. *Tnnc1*, **E**. *Tnni1*, **F**. *Prox1*, **G**. *Sox6*, **H**. *Tead1*, **I**. *Tead4*, **J**. *Nfatc3*, **K**. *Tcf4*, **L**. *Hdac9*, and **M**. *Hdac11*. Click here for file

Additional file 4 **Figure S3 Validation of Sox6 binding**. A total of 28 Sox6 peaks identified for the 19 genes discussed in the text were verified by ChIP-qPCR (ChIP followed by quantitative PCR). The peak profiles are summarized in Additional file 3, Figure S2A-M. ChIP was performed using wild type myotubes and Sox6 antibody as described in the Methods section, and enrichment was quantified by qPCR using the primers designed to amplify each Sox6 binding site (Additional file 6, Table S3). As a negative control, an intergenic region without a Sox6 peak was used. Fold enrichment over a negative control region (Intergenic) are shown. The intergenic region showed no enrichment. Data are represented as mean ± SD (*n *= 3). (*) *P *< 0.05; (**) *P *< .005. **A**. Enrichment of the Sox6 binding sites associated with sarcomeric protein genes. **B**. Enrichment of the Sox binding sites associated with transcription regulatory genes. Numbers in the parentheses below gene symbol indicate relative positions (5' to 3') of multiple Sox6 binding sites associated to the gene. For *Tcf4*, only intragenic binding sites (see Additional file 3, Figure S2K) were tested. Click here for file

Additional file 5 **Table S2 Biological processes enriched among genes associated with Sox6 peaks**. Full list of Gene Ontology (GO) biological process terms identified by DAVID are shown. Click here for file

Additional files 6 **Table S3 Primers used for ChIP-qPCR**. Click here for file

Additional files 7 **Table S4 TaqMan probes used for RT-qPCR**. Click here for file

Additional file 8 **Figure S4 Relative mRNA levels of the genes presented in Table **1. Relative mRNA levels against β-actin in TA, EDL, gastrocnemius (Gas), and soleus (Sol) of control (Sox6^f/f^) and Sox6 knockout (KO, Sox6^f/f; ^Myf5-Cre) mice were calculated using the formula 2^-ΔCt^. A two and three month-old mice (2 mo and 3 mo, respectively) were analyzed. **A**. Relative mRNA level of Sox6. **B**. Relative mRNA level of *Myh7*, *Myh4*, *Ppargc1a*, and *Sdha*. Click here for file

Additional file 9 **Figure S5 Relative mRNA levels of the genes presented in Table **2**and **4. Relative mRNA levels against β-actin in control (Sox6^f/f^) and Sox6 knockout (KO, Sox6^f/f; ^MCK-Cre) mice were calculated using the formula 2^-ΔCt^. Two 2 month-old mice (mouse ID# 1 and 2) and one 3 old-month mouse (mouse ID# 3) were analyzed. **A**. Relative mRNA level of Sox6 in TA, EDL, gastrocnemius (Gas), soleus (Sol), and the heart. **B**. Relative mRNA level of contractile protein genes in TA, EDL, Gas, and Sol. **C**. Relative mRNA level of transcriptional regulatory genes in TA, EDL, Gas, and Sol. **D**. Relative mRNA level of metabolism related genes and acetylcholine receptor genes in TA, EDL, Gas, and Sol. **E**. Relative mRNA level of *Myh6*, *Myh7*, *Acta1*, and *Ppargc1a *in the heart. *: not determined. #: undetected. Click here for file

Additional file 10 **Table S5 Primers used for plasmid construction**. Click here for file

## References

[B1] ZierathJRHawleyJASkeletal muscle fiber type: influence on contractile and metabolic propertiesPLoS Biol20042e34810.1371/journal.pbio.002034815486583PMC521732

[B2] PetteDStaronRSMyosin isoforms, muscle fiber types, and transitionsMicrosc Res Tech200050500910.1002/1097-0029(20000915)50:6<500::AID-JEMT7>3.0.CO;2-710998639

[B3] SchiaffinoSSandriMMurgiaMActivity-dependent signaling pathways controlling muscle diversity and plasticityPhysiology (Bethesda)2007222697810.1152/physiol.00009.200717699880

[B4] GunningPHardemanEMultiple mechanisms regulate muscle fiber diversityFASEB J19915306470183594610.1096/fasebj.5.15.1835946

[B5] LuBDAllenDLLeinwandLALyonsGESpatial and temporal changes in myosin heavy chain gene expression in skeletal muscle developmentDev Biol19992163122610.1006/dbio.1999.948810588881

[B6] AgbulutONoirezPBeaumontFButler-BrowneGMyosin heavy chain isoforms in postnatal muscle development of miceBiol Cell20039539940610.1016/S0248-4900(03)00087-X14519557

[B7] WhalenRGJohnstoneDBryersPSButler-BrowneGSEcobMSJarosEA developmentally regulated disappearance of slow myosin in fast-type muscles of the mouseFEBS Lett198417751610.1016/0014-5793(84)80979-56389176

[B8] BullerAJEcclesJCEcclesRMInteractions between motoneurones and muscles in respect of the characteristic speeds of their responsesJ Physiol1960150417391380587410.1113/jphysiol.1960.sp006395PMC1363172

[B9] GoldspinkGSelective gene expression during adaptation of muscle in response to different physiological demandsComp Biochem Physiol B Biochem Mol Biol199812051510.1016/S0305-0491(98)00018-29787775

[B10] LomoTWestgaardRHDahlHAContractile properties of muscle: control by pattern of muscle activity in the ratProc R Soc Lond B Biol Sci19741879910310.1098/rspb.1974.00644153974

[B11] PetteDVrbovaGWhat does chronic electrical stimulation teach us about muscle plasticity?Muscle Nerve1999226667710.1002/(SICI)1097-4598(199906)22:6<666::AID-MUS3>3.0.CO;2-Z10366220

[B12] HagiwaraNMaBLyASlow and fast fiber isoform gene expression is systematically altered in skeletal muscle of the Sox6 mutant, p100HDev Dyn20052343011110.1002/dvdy.2053516124007

[B13] HagiwaraNYehMLiuASox6 is required for normal fiber type differentiation of fetal skeletal muscle in miceDev Dyn200723620627610.1002/dvdy.2122317584907

[B14] BowlesJSchepersGKoopmanPPhylogeny of the SOX family of developmental transcription factors based on sequence and structural indicatorsDev Biol20002272395510.1006/dbio.2000.988311071752

[B15] HagiwaraNSox6, Jack of all trades: A versatile regulatory protein in vertebrate developmentDev Dyn201124013112110.1002/dvdy.2263921495113PMC3092843

[B16] KamachiYUchikawaMKondohHPairing SOX off: with partners in the regulation of embryonic developmentTrends Genet200016182710.1016/S0168-9525(99)01955-110729834

[B17] WegnerMFrom head to toes: the multiple facets of Sox proteinsNucleic Acids Res19992714092010.1093/nar/27.6.140910037800PMC148332

[B18] Cohen-BarakOHagiwaraNArltMFHortonJPBrilliantMHCloning, characterization and chromosome mapping of the human SOX6 geneGene20012651576410.1016/S0378-1119(01)00346-811255018

[B19] WilsonMKoopmanPMatching SOX: partner proteins and co-factors of the SOX family of transcriptional regulatorsCurr Opin Genet Dev200212441610.1016/S0959-437X(02)00323-412100890

[B20] HanYLefebvreVL-Sox5 and Sox6 drive expression of the aggrecan gene in cartilage by securing binding of Sox9 to a far-upstream enhancerMol Cell Biol2008284999501310.1128/MCB.00695-0818559420PMC2519711

[B21] LefebvreVLiPde CrombruggheBA new long form of Sox5 (L-Sox5), Sox6 and Sox9 are coexpressed in chondrogenesis and cooperatively activate the type II collagen geneEMBO J19981757183310.1093/emboj/17.19.57189755172PMC1170900

[B22] NagyAKenesiERentsendorjOMolnarASzenasiTSinkoIZvaraAOommenSTBartaEPuskasLGEvolutionarily conserved, growth plate zone-specific regulation of the matrilin-1 promoter: L-Sox5/Sox6 and Nfi factors bound near TATA finely tune activation by Sox9Mol Cell Biol2011316869910.1128/MCB.00019-1021173167PMC3028657

[B23] IguchiHUrashimaYInagakiYIkedaYOkamuraMTanakaTUchidaAYamamotoTTKodamaTSakaiJSOX6 suppresses cyclin D1 promoter activity by interacting with betacatenin and histone deacetylase 1, and its down-regulation induces pancreatic beta-cell proliferationJ Biol Chem2007282190526110.1074/jbc.M70046020017412698

[B24] MurakamiAIshidaSThurlowJRevestJMDicksonCSOX6 binds CtBP2 to repress transcription from the Fgf-3 promoterNucleic Acids Res20012933475510.1093/nar/29.16.334711504872PMC55854

[B25] DumitriuBDyPSmitsPLefebvreVGeneration of mice harboring a Sox6 conditional null alleleGenesis2006442192410.1002/dvg.2021016652367

[B26] HagiwaraNKlewerSESamsonRAEricksonDTLyonMFBrilliantMHSox6 is a candidate gene for p100H myopathy, heart block, and sudden neonatal deathProc Natl Acad Sci USA2000974180510.1073/pnas.97.8.418010760285PMC18189

[B27] SmitsPLiPMandelJZhangZDengJMBehringerRRde CrombruggheBLefebvreVThe transcription factors L-Sox5 and Sox6 are essential for cartilage formationDev Cell200112779010.1016/S1534-5807(01)00003-X11702786

[B28] TallquistMDWeismannKEHellstromMSorianoPEarly myotome specification regulates PDGFA expression and axial skeleton developmentDevelopment20001275059701106023210.1242/dev.127.23.5059

[B29] RichardAFDemignonJSakakibaraIPujolJFavierMStrochlicLLe GrandFSgariotoNGuernecASchmittAGenesis of muscle fiber-type diversity during mouse embryogenesis relies on Six1 and Six4 gene expressionDev Biol20113593032010.1016/j.ydbio.2011.08.01021884692

[B30] GiguereVTranscriptional control of energy homeostasis by the estrogen-related receptorsEndocr Rev2008296779610.1210/er.2008-001718664618

[B31] LinJDHandschinCSpiegelmanBMMetabolic control through the PGC-1 family of transcription coactivatorsCell Metabolism2005136137010.1016/j.cmet.2005.05.00416054085

[B32] BerchtoldMWBrinkmeierHMuntenerMCalcium ion in skeletal muscle: its crucial role for muscle function, plasticity, and diseasePhysiol Rev2000801215651089343410.1152/physrev.2000.80.3.1215

[B33] LinJWuHTarrPTZhangCYWuZBossOMichaelLFPuigserverPIsotaniEOlsonENTranscriptional co-activator PGC-1 alpha drives the formation of slow-twitch muscle fibresNature200241879780110.1038/nature0090412181572

[B34] QuiatDVoelkerKAPeiJGrishinNVGrangeRWBassel-DubyROlsonENConcerted regulation of myofiber-specific gene expression and muscle performance by the transcriptional repressor Sox6Proc Natl Acad Sci USA20111081019620110.1073/pnas.110741310821633012PMC3121857

[B35] BaileyTLElkanCFitting a mixture model by expectation maximization to discover motifs in biopolymersProc Int Conf Intell Syst Mol Biol1994228367584402

[B36] CaoYYaoZSarkarDLawrenceMSanchezGJParkerMHMacQuarrieKLDavisonJMorganMTRuzzoWLGenome-wide MyoD binding in skeletal muscle cells: a potential for broad cellular reprogrammingDev Cell2010186627410.1016/j.devcel.2010.02.01420412780PMC2910615

[B37] PhilipotOJoliotVAit-MohamedOPellentzCRobinPFritschLAit-Si-AliSThe core binding factor CBF negatively regulates skeletal muscle terminal differentiationPLoS One20105e942510.1371/journal.pone.000942520195544PMC2828485

[B38] YoshidaTMCAT elements and the TEF-1 family of transcription factors in muscle development and diseaseArterioscler Thromb Vasc Biol2008288171796262310.1161/ATVBAHA.107.155788

[B39] BrookesEPomboAModifications of RNA polymerase II are pivotal in regulating gene expression statesEMBO Rep2009101213910.1038/embor.2009.22119834511PMC2775184

[B40] MortazaviAWilliamsBAMcCueKSchaefferLWoldBMapping and quantifying mammalian transcriptomes by RNA-SeqNat Methods20085621810.1038/nmeth.122618516045PMC13303166

[B41] ParmacekMSIpHSJungFShenTMartinJFVoraAJOlsonENLeidenJMA novel myogenic regulatory circuit controls slow/cardiac troponin C gene transcription in skeletal muscleMol Cell Biol199414187085811472010.1128/mcb.14.3.1870-1885.1994PMC358545

[B42] ArmandASBourajjajMMartinez-MartinezSel AzzouziHda Costa MartinsPAHatzisPSeidlerTRedondoJMDe WindtLJCooperative synergy between NFAT and MyoD regulates myogenin expression and myogenesisJ Biol Chem2008283290041010.1074/jbc.M80129720018676376PMC2662004

[B43] DellingUTureckovaJLimHWDe WindtLJRotweinPMolkentinJDA calcineurin-NFATc3-dependent pathway regulates skeletal muscle differentiation and slow myosin heavy-chain expressionMol Cell Biol20002066001110.1128/MCB.20.17.6600-6611.200010938134PMC86143

[B44] HaberlandMArnoldMAMcAnallyJPhanDKimYOlsonENRegulation of HDAC9 gene expression by MEF2 establishes a negative-feedback loop in the transcriptional circuitry of muscle differentiationMol Cell Biol2007275182510.1128/MCB.01415-0617101791PMC1800816

[B45] KegleyKMGephartJWarrenGLPavlathGKAltered primary myogenesis in NFATC3(-/-) mice leads to decreased muscle size in the adultDev Biol20012321152610.1006/dbio.2001.017911254352

[B46] RisebroCASearlesRGMelvilleAAEhlerEJinaNShahSPallasJHubankMDillardMHarveyNLProx1 maintains muscle structure and growth in the developing heartDevelopment200913649550510.1242/dev.03000719091769PMC2655234

[B47] RoySWolffCInghamPWThe u-boot mutation identifies a Hedgehog-regulated myogenic switch for fiber-type diversification in the zebrafish embryoGenes Dev20011515637610.1101/gad.19580111410536PMC312718

[B48] SinghRBhasinSBragaMArtazaJNPervinSTaylorWEKrishnanVSinhaSKRajavashisthTBJasujaRRegulation of myogenic differentiation by androgens: cross talk between androgen receptor/beta-catenin and follistatin/transforming growth factor-beta signaling pathwaysEndocrinology20091501259681894840510.1210/en.2008-0858PMC2654730

[B49] van der VeldenJLScholsAMWillemsJKeldersMCLangenRCGlycogen synthase kinase 3 suppresses myogenic differentiation through negative regulation of NFATc3J Biol Chem2008283358661797783410.1074/jbc.M707812200

[B50] GregorettiIVLeeYMGoodsonHVMolecular evolution of the histone deacetylase family: functional implications of phylogenetic analysisJ Mol Biol2004338173110.1016/j.jmb.2004.02.00615050820

[B51] GaoLCuetoMAAsselbergsFAtadjaPCloning and functional characterization of HDAC11, a novel member of the human histone deacetylase familyJ Biol Chem2002277257485510.1074/jbc.M11187120011948178

[B52] CantuCGrandeVAlborelliICassinelliLCantuIColzaniMTIerardiRRonzoniLCappelliniMDFerrariGA highly conserved SOX6 double binding site mediates SOX6 gene downregulation in erythroid cellsNucleic Acids Res20113948650110.1093/nar/gkq81920852263PMC3025548

[B53] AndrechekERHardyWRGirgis-GabardoAAPerryRLButlerRGrahamFLKahnRCRudnickiMAMullerWJErbB2 is required for muscle spindle and myoblast cell survivalMol Cell Biol20022247142210.1128/MCB.22.13.4714-4722.200212052879PMC133917

[B54] WangJWilhelmssonHGraffCLiHOldforsARustinPBruningJCKahnCRClaytonDABarshGSDilated cardiomyopathy and atrioventricular conduction blocks induced by heart-specific inactivation of mitochondrial DNA gene expressionNat Genet199921133710.1038/50899916807

[B55] SchiaffinoSFibre types in skeletal muscle: a personal accountActa Physiol (Oxf)20101994516310.1111/j.1748-1716.2010.02130.x20353491

[B56] CalderonJCBolanosPCaputoCMyosin heavy chain isoform composition and Ca(2+) transients in fibres from enzymatically dissociated murine soleus and extensor digitorum longus musclesJ Physiol20105882677910.1113/jphysiol.2009.18089319884322PMC2821564

[B57] LaFramboiseWADaoodMJGuthrieRDMorettiPSchiaffinoSOntellMElectrophoretic separation and immunological identification of type 2X myosin heavy chain in rat skeletal muscleBiochim Biophys Acta199010351091210.1016/0304-4165(90)90181-U2383576

[B58] MissiasACChuGCKlockeBJSanesJRMerlieJPMaturation of the acetylcholine receptor in skeletal muscle: regulation of the AChR gamma-to-epsilon switchDev Biol19961792233810.1006/dbio.1996.02538873766

[B59] HughesSMKoishiKRudnickiMMaggsAMMyoD protein is differentially accumulated in fast and slow skeletal muscle fibres and required for normal fibre type balance in rodentsMech Dev1997611516310.1016/S0925-4773(96)00631-49076685

[B60] HughesSMTaylorJMTapscottSJGurleyCMCarterWJPetersonCASelective accumulation of MyoD and myogenin mRNAs in fast and slow adult skeletal muscle is controlled by innervation and hormonesDevelopment1993118113747826984410.1242/dev.118.4.1137

[B61] LyonsGESchiaffinoSSassoonDBartonPBuckinghamMDevelopmental regulation of myosin gene expression in mouse cardiac muscleJ Cell Biol199011124273610.1083/jcb.111.6.24272277065PMC2116419

[B62] RuzickaDLSchwartzRJSequential activation of alpha-actin genes during avian cardiogenesis: vascular smooth muscle alpha-actin gene transcripts mark the onset of cardiomyocyte differentiationJ Cell Biol198810725758610.1083/jcb.107.6.25753204121PMC2115638

[B63] LehmanJJBoudinaSBankeNHSambandamNHanXYoungDMLeoneTCGrossRWLewandowskiEDAbelEDThe transcriptional coactivator PGC-1alpha is essential for maximal and efficient cardiac mitochondrial fatty acid oxidation and lipid homeostasisAm J Physiol Heart Circ Physiol2008295H1859610.1152/ajpheart.00081.200818487436PMC2494758

[B64] RoweGCJiangAAranyZPGC-1 coactivators in cardiac development and diseaseCirc Res20101078253810.1161/CIRCRESAHA.110.22381820884884PMC2955978

[B65] RussellLKMansfieldCMLehmanJJKovacsACourtoisMSaffitzJEMedeirosDMValencikMLMcDonaldJAKellyDPCardiac-specific induction of the transcriptional coactivator peroxisome proliferator-activated receptor gamma coactivator-1alpha promotes mitochondrial biogenesis and reversible cardiomyopathy in a developmental stage-dependent mannerCirc Res2004945253310.1161/01.RES.0000117088.36577.EB14726475

[B66] SchulzRAYutzeyKECalcineurin signaling and NFAT activation in cardiovascular and skeletal muscle developmentDev Biol200426611610.1016/j.ydbio.2003.10.00814729474

[B67] NakayamaMStaufferJChengJBanerjee-BasuSWawrousekEBuonannoACommon core sequences are found in skeletal muscle slow- and fast-fiber-type-specific regulatory elementsMol Cell Biol199616240817862830910.1128/mcb.16.5.2408PMC231230

[B68] BellMLBuvoliMLeinwandLAUncoupling of expression of an intronic microRNA and its myosin host gene by exon skippingMol Cell Biol20103019374510.1128/MCB.01370-0920154144PMC2849460

[B69] BlowMJMcCulleyDJLiZZhangTAkiyamaJAHoltAPlajzer-FrickIShoukryMWrightCChenFChIP-Seq identification of weakly conserved heart enhancersNat Genet2010428061010.1038/ng.65020729851PMC3138496

[B70] GigerJMHaddadFQinAXBaldwinKMIn vivo regulation of the beta-myosin heavy chain gene in soleus muscle of suspended and weight-bearing ratsAm J Physiol Cell Physiol2000278C1153611083734310.1152/ajpcell.2000.278.6.C1153

[B71] RudnickiMASchnegelsbergPNSteadRHBraunTArnoldHHJaenischRMyoD or Myf-5 is required for the formation of skeletal muscleCell1993751351910.1016/0092-8674(93)90621-V8269513

[B72] WeintraubHDavisRTapscottSThayerMKrauseMBenezraRBlackwellTKTurnerDRuppRHollenbergSThe myoD gene family: nodal point during specification of the muscle cell lineageScience1991251761610.1126/science.18467041846704

[B73] ShiaWJPattendenSGWorkmanJLHistone H4 lysine 16 acetylation breaks the genome's silenceGenome Biol2006721710.1186/gb-2006-7-5-21716689998PMC1779524

[B74] McKinseyTAZhangCLOlsonENControl of muscle development by dueling HATs and HDACsCurr Opin Genet Dev20011149750410.1016/S0959-437X(00)00224-011532390

[B75] LarkinSBFarranceIKOrdahlCPFlanking sequences modulate the cell specificity of MCAT elementsMol Cell Biol199616374255866819110.1128/mcb.16.7.3742PMC231370

[B76] WangXBlagdenCFanJNowakSJTaniuchiILittmanDRBurdenSJRunx1 prevents wasting, myofibrillar disorganization, and autophagy of skeletal muscleGenes Dev20051917152210.1101/gad.131830516024660PMC1176009

[B77] ZhuXYeadonJEBurdenSJAML1 is expressed in skeletal muscle and is regulated by innervationMol Cell Biol19941480517796914310.1128/mcb.14.12.8051-8057.1994PMC359343

[B78] WheelerJCShigesadaKGergenJPItoYMechanisms of transcriptional regulation by Runt domain proteinsSemin Cell Dev Biol2000113697510.1006/scdb.2000.018411105901

[B79] TrimbornTGribnauJGrosveldFFraserPMechanisms of developmental control of transcription in the murine alpha- and beta-globin lociGenes Dev1999131122410.1101/gad.13.1.1129887104PMC316369

[B80] YiZCohen-BarakOHagiwaraNKingsleyPDFuchsDAEricksonDTEpnerEMPalisJBrilliantMHSox6 directly silences epsilon globin expression in definitive erythropoiesisPLoS Genet20062e1410.1371/journal.pgen.002001416462943PMC1359074

[B81] XuJSankaranVGNiMMenneTFPuramRVKimWOrkinSHTranscriptional silencing of {gamma}-globin by BCL11A involves long-range interactions and cooperation with SOX6Genes Dev2010247839810.1101/gad.189731020395365PMC2854393

[B82] SutherlandHBickmoreWATranscription factories: gene expression in unions?Nat Rev Genet200910457661950657710.1038/nrg2592

[B83] GanQYoshidaTLiJOwensGKSmooth muscle cells and myofibroblasts use distinct transcriptional mechanisms for smooth muscle alpha-actin expressionCirc Res20071018839210.1161/CIRCRESAHA.107.15483117823374

[B84] StewartAFRichardCWSuzowJStephanDWeremowiczSMortonCCAdraCNCloning of human RTEF-1, a transcriptional enhancer factor-1-related gene preferentially expressed in skeletal muscle: evidence for an ancient multigene familyGenomics199637687610.1006/geno.1996.05228921372

[B85] StewartAFSuzowJKubotaTUeyamaTChenHHTranscription factor RTEF-1 mediates alpha1-adrenergic reactivation of the fetal gene program in cardiac myocytesCirc Res199883439967091710.1161/01.res.83.1.43

[B86] ParraMVerdinERegulatory signal transduction pathways for class IIa histone deacetylasesCurr Opin Pharmacol2010104546010.1016/j.coph.2010.04.00420447866

[B87] MejatARamondFBassel-DubyRKhochbinSOlsonENSchaefferLHistone deacetylase 9 couples neuronal activity to muscle chromatin acetylation and gene expressionNat Neurosci200583132110.1038/nn140815711539

[B88] von HofstenJElworthySGilchristMJSmithJCWardleFCInghamPWPrdm1- and Sox6- mediated transcriptional repression specifies muscle fibre type in the zebrafish embryoEMBO Rep20089683910.1038/embor.2008.7318535625PMC2424280

[B89] BakayMZhaoPChenJHoffmanEPA web-accessible complete transcriptome of normal human and DMD muscleNeuromuscul Disord200212Suppl 1S125411220680710.1016/s0960-8966(02)00093-7

[B90] Pedrosa-DomellofFErikssonPOButler-BrowneGSThornellLEExpression of alpha cardiac myosin heavy chain in mammalian skeletal muscleExperientia199248491410.1007/BF019281711601115

[B91] ScioteJJHortonMJRowlersonAMLinkJSpecialized cranial muscles: how different are they from limb and abdominal muscles?Cells Tissues Organs2003174738610.1159/00007057612784043PMC3848039

[B92] NiroCDemignonJVincentSLiuYGiordaniJSgariotoNFavierMGuillet-DeniauIBlaisAMairePSix1 and Six4 gene expression is necessary to activate the fast-type muscle gene program in the mouse primary myotomeDev Biol20103381688210.1016/j.ydbio.2009.11.03119962975

[B93] BartelDPMicroRNAs: target recognition and regulatory functionsCell20091362153310.1016/j.cell.2009.01.00219167326PMC3794896

[B94] GuoHIngoliaNTWeissmanJSBartelDPMammalian microRNAs predominantly act to decrease target mRNA levelsNature20104668354010.1038/nature0926720703300PMC2990499

[B95] van RooijELiuNOlsonENMicroRNAs flex their musclesTrends Genet2008241596610.1016/j.tig.2008.01.00718325627

[B96] van RooijESutherlandLBQiXRichardsonJAHillJOlsonENControl of stressdependent cardiac growth and gene expression by a microRNAScience2007316575910.1126/science.113908917379774

[B97] McCarthyJJEsserKAPetersonCADupont-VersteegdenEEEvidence of MyomiR network regulation of beta-myosin heavy chain gene expression during skeletal muscle atrophyPhysiol Genomics2009392192610.1152/physiolgenomics.00042.200919690046PMC2789671

[B98] van RooijEQuiatDJohnsonBASutherlandLBQiXRichardsonJAKelmRJJrOlsonENA family of microRNAs encoded by myosin genes governs myosin expression and muscle performanceDev Cell2009176627310.1016/j.devcel.2009.10.01319922871PMC2796371

[B99] RossiACMammucariCArgentiniCReggianiCSchiaffinoSTwo novel/ancient myosins in mammalian skeletal muscles: MYH14/7b and MYH15 are expressed in extraocular muscles and muscle spindlesJ Physiol20105883536410.1113/jphysiol.2009.18100819948655PMC2821527

[B100] WangXOnoYTanSCChaiRJParkinCInghamPWPrdm1a and miR-499 act sequentially to restrict Sox6 activity to the fast-twitch muscle lineage in the zebrafish embryoDevelopment2011138439940410.1242/dev.07051621880783

[B101] BiressiSMolinaroMCossuGCellular heterogeneity during vertebrate skeletal muscle developmentDev Biol20073082819310.1016/j.ydbio.2007.06.00617612520

[B102] MiikeTOhtaniYTamariHIshitsuTUneYMuscle fiber type transformation in nemaline myopathy and congenital fiber type disproportionBrain Dev1986852632379992110.1016/s0387-7604(86)80098-5

[B103] StupkaNPlantDRSchertzerJDEmersonTMBassel-DubyROlsonENLynchGSActivated calcineurin ameliorates contraction-induced injury to skeletal muscles of mdx dystrophic miceJ Physiol20065756455610.1113/jphysiol.2006.10847216793906PMC1819459

[B104] VolpePDamianiEMargrethAPellegriniGScarlatoGFast to slow change of myosin in nemaline myopathy: electrophoretic and immunologic evidenceNeurology1982323741719873110.1212/wnl.32.1.37

[B105] WebsterCSilbersteinLHaysAPBlauHMFast muscle fibers are preferentially affected in Duchenne muscular dystrophyCell1988525031310.1016/0092-8674(88)90463-13342447

[B106] RajabiMKassiotisCRazeghiPTaegtmeyerHReturn to the fetal gene program protects the stressed heart: a strong hypothesisHeart Fail Rev2007123314310.1007/s10741-007-9034-117516164

[B107] NowakDETianBBrasierARTwo-step cross-linking method for identification of NFkappaB gene network by chromatin immunoprecipitationBiotechniques2005397152510.2144/00011201416315372

[B108] SchmidtDWilsonMDSpyrouCBrownGDHadfieldJOdomDTChIP-seq: using highthroughput sequencing to discover protein-DNA interactionsMethods200948240810.1016/j.ymeth.2009.03.00119275939PMC4052679

[B109] LangmeadBTrapnellCPopMSalzbergSLUltrafast and memory-efficient alignment of short DNA sequences to the human genomeGenome Biol200910R2510.1186/gb-2009-10-3-r2519261174PMC2690996

[B110] JothiRCuddapahSBarskiACuiKZhaoKGenome-wide identification of in vivo protein-DNA binding sites from ChIP-Seq dataNucleic Acids Res20083652213110.1093/nar/gkn48818684996PMC2532738

[B111] BlahnikKRDouLO'GeenHMcPhillipsTXuXCaoARIyengarSNicoletCMLudascherBKorfISole-Search: an integrated analysis program for peak detection and functional annotation using ChIP-seq dataNucleic Acids Res201038e1310.1093/nar/gkp101219906703PMC2817454

[B112] Salmon-DivonMDvingeHTammojaKBertonePPeakAnalyzer: genome-wide annotation of chromatin binding and modification lociBMC Bioinformatics20101141510.1186/1471-2105-11-41520691053PMC2923140

[B113] KentWJSugnetCWFureyTSRoskinKMPringleTHZahlerAMHausslerDThe human genome browser at UCSCGenome Res20021299610061204515310.1101/gr.229102PMC186604

[B114] GuptaSStamatoyannopoulosJABaileyTLNobleWSQuantifying similarity between motifsGenome Biol20078R2410.1186/gb-2007-8-2-r2417324271PMC1852410

[B115] DennisGJrShermanBTHosackDAYangJGaoWLaneHCLempickiRADAVID: Database for Annotation, Visualization, and Integrated DiscoveryGenome Biol20034P310.1186/gb-2003-4-5-p312734009PMC193660

[B116] HuangDWShermanBTLempickiRASystematic and integrative analysis of large gene lists using DAVID bioinformatics resourcesNature Protocols2009444571913195610.1038/nprot.2008.211

[B117] HueyKAHaddadFQinAXBaldwinKMTranscriptional regulation of the type I myosin heavy chain gene in denervated rat soleusAm J Physiol Cell Physiol2003284C738481244402110.1152/ajpcell.00389.2002

[B118] HueyKARoyRRHaddadFEdgertonVRBaldwinKMTranscriptional regulation of the type I myosin heavy chain promoter in inactive rat soleusAm J Physiol Cell Physiol2002282C528371183233810.1152/ajpcell.00355.2001

[B119] ImaiYMatsushimaYSugimuraTTeradaMA simple and rapid method for generating a deletion by PCRNucleic Acids Res199119278510.1093/nar/19.10.27851645866PMC328208

# Supplementary material for: Genome-wide mapping of Sox6 binding sites in skeletal muscle reveals both direct and indirect regulation of muscle terminal differentiation by Sox6
**Source:** BMC Dev Biol. 2011 Oct 10;11:59. doi: 10.1186/1471-213X-11-59
**Supplement:** Additional file 1 — Figure S1 Relative mRNA levels of Sox6, Prox1, Tead1, Tead4, Tcf4, Hdac9, and Hdac11 in Sox6f/f muscles. A. Sox6 mRNA levels were determined in the adult EDL, TA, Gas, and Sol muscles using RT-qPCR and relative expression levels to the soleus in individual animals were calculated. Three 2 month-old and two three month-old Sox6f/f mice were examined (n = 5). The error bars indicate standard error of the mean. The p-value for differential expression between the EDL and the soleus was 0.07. B. Prox1 mRNA levels were determined same as described for Sox6 (n = 3; two 2 month-old and one 3 month-old Sox6f/f mice). C-G. For Tead1, Tead4, Tcf4, Hdac9, and Hdac11, data from EDL, TA, Gas were pooled and compared against soleus (n = 3).

**A** $P < 0.02$ 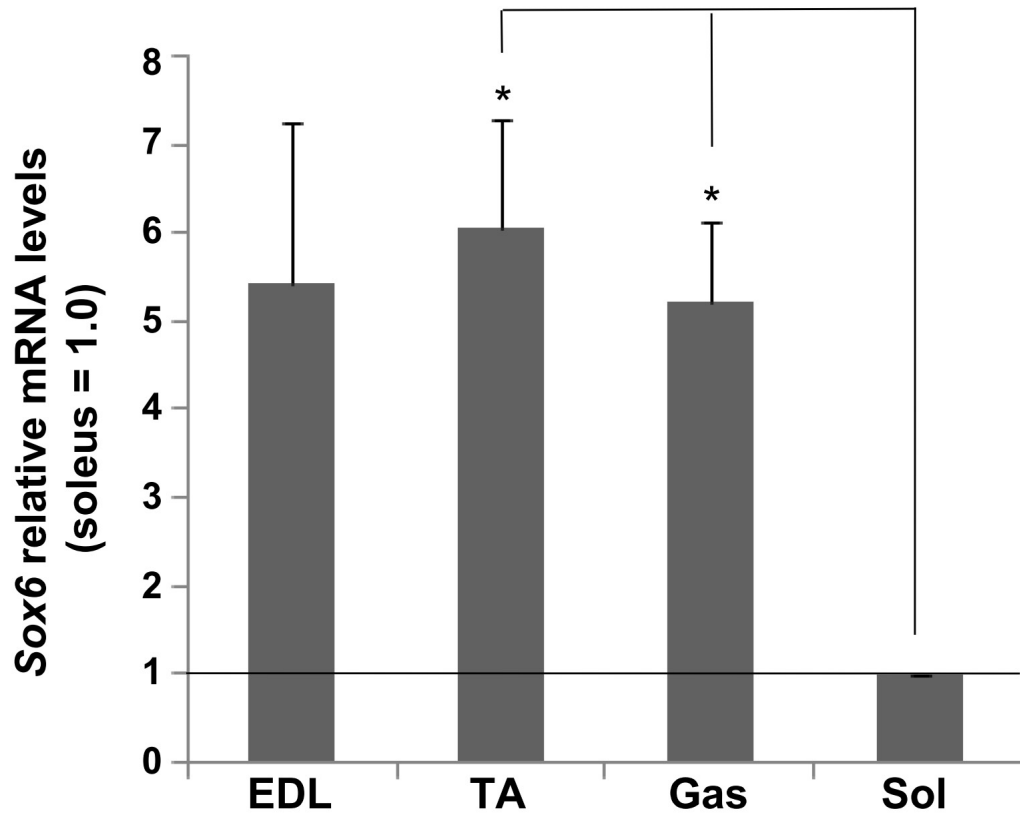

**B**

*Prox1* relative mRNA levels  
(soleus = 1.0)

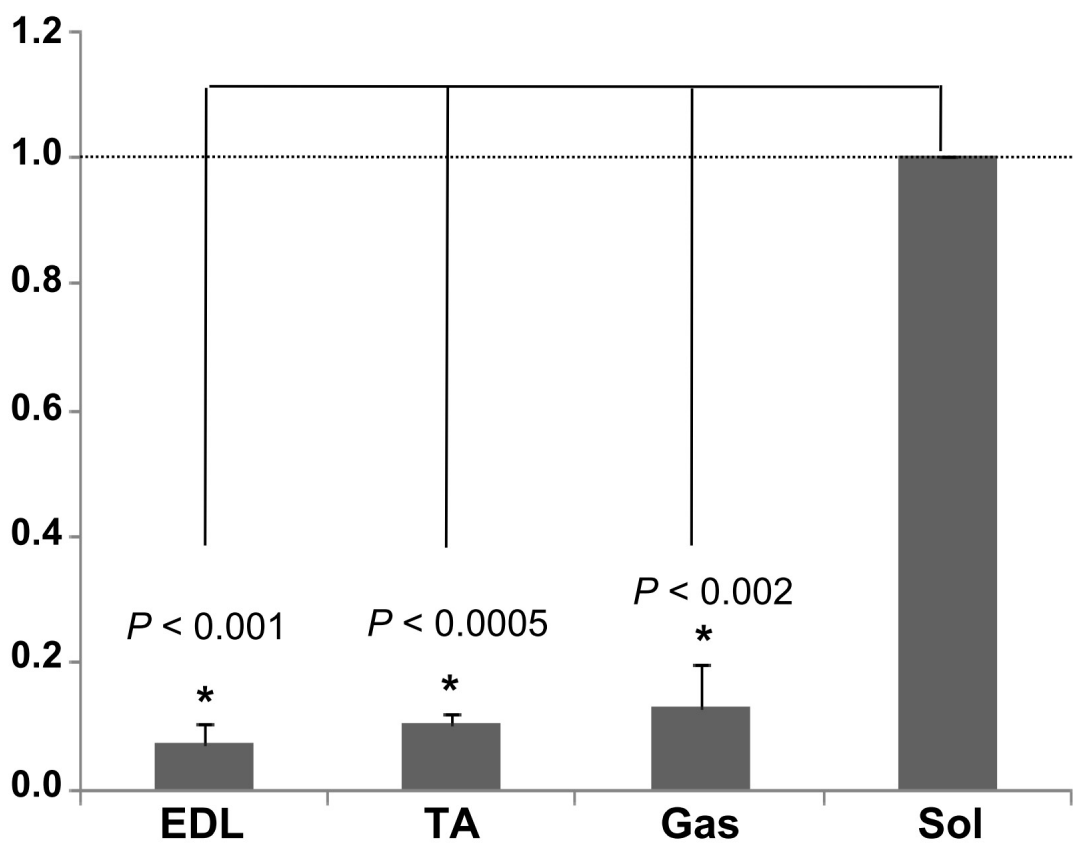

Relative mRNA levels  
(soleus = 1.0)

**C. *Tead1***

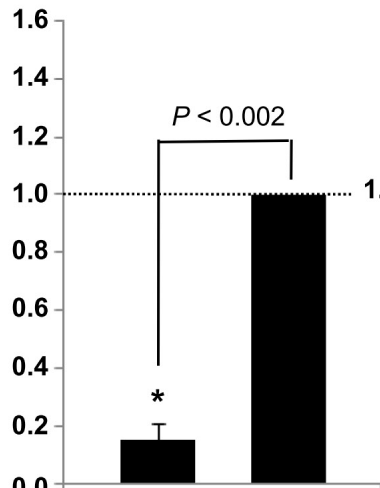

EDL  
TA  
Gas

Sol

**D. *Tead4***

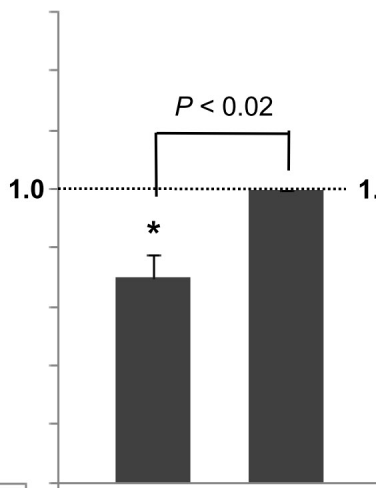

EDL  
TA  
Gas

Sol

**E. *Tcf4***

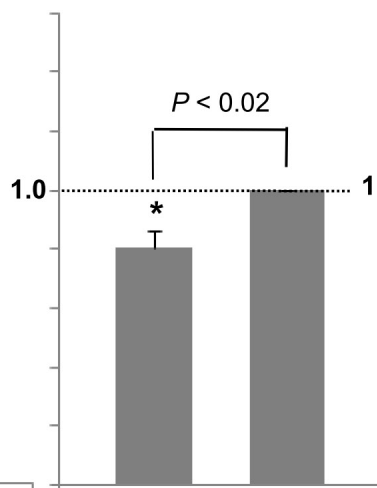

EDL  
TA  
Gas

Sol

**F. *Hdac9***

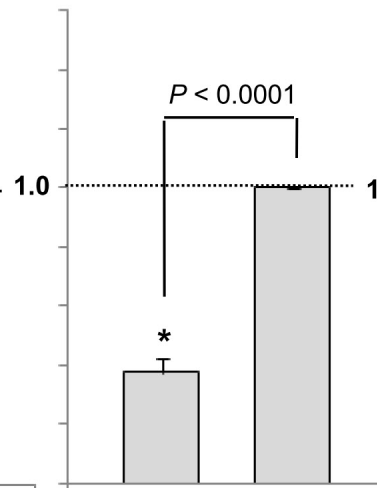

EDL  
TA  
Gas

Sol

**G. *Hdac11***

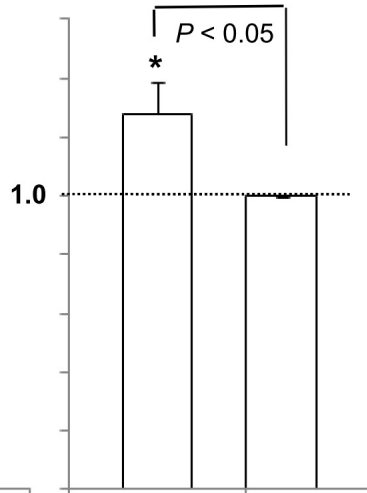

EDL  
TA  
Gas

Sol

How the deposited data were processed for this re-analysis (not part of the article)

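Sox6 and RNA polymerase II (Pol II) were immunoprecipitated from chromatin of primary mouse fetal myotubes in 2 experiments each, and input DNA was sequenced for each experiment, which gives 6 libraries in 3 groups. Samples were grouped by these labels as deposited. All libraries come from the same kind of cells, so there is no second condition to compare, and every comparison is between an immunoprecipitation and input or between sets of peaks or genes.

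The authors aligned the reads with Bowtie at default parameters to NCBI Build 37 and kept reads that map to a single place. They called peaks with SISSRs at a fragment length of 450 bp against the input of each experiment, and found the common Sox6 peaks with the ChIP-Seq Tool Set within 50 bp. The deposited files hold the position of each mapped read, with no counts or normalization, and the position of each peak. The score column of the Pol II peaks is unnamed. From its values it was taken to be the fold enrichment over input that the authors' peak caller gave, and it was not used further. Whether repeated positions were removed before deposit is not stated, and the files still contain them.

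The genome sequence and GENCODE annotation used are of the same build, and the primers of the control region in Table S3 lie in the sequence at the position given there. Genes were those with a RefSeq transcript, 23274 in all, and the longest model of each was used. An annotated gene that shares the name Tnnc1 with a longer model was represented by the shorter one. A peak was assigned by its centre to the gene that contains it or to the nearest one.

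Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 was used, together with samtools 1.23.1 and R 4.3.3 with limma 3.58.1. Reads were counted by their 5' end in windows of 450 bp around the centre of each common Sox6 peak. To compare ChIP with input, limma with a trend was fitted to log2 values of reads scaled to library size, with 0.5 reads added to each count, separately for Sox6 and Pol II, with Benjamini-Hochberg adjustment at 0.05. The files hold positions of reads and no column of counts, and limma had been set for that case. The reads counted here in windows are integers, so a test made for counts could have been applied to them. edgeR and DESeq2 were not used.

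Both comparisons were simulated with the real library sizes and with 200 of 1066 windows changed between 4 and 32 times. With 0.5 reads added in each library, the simulation of Sox6 against input recovered 177 changed windows and called 9 of 866 unchanged windows, all of them higher, and that of Pol II against input recovered 179 and called 14, of which 13 were higher. With a pseudocount equal in RPM in every library, the form first used, 155 and 148 were recovered and 97 and 113 unchanged windows called, of which 2 were higher in each comparison and the others lower. The form with 0.5 reads was therefore used and the other kept as an alternative, although its errors lie in the direction of enrichment. The choice rested on the simulation of Sox6, since that of Pol II was added later, and was made after the results of the first form had been seen, in which 1030 common peaks had more Sox6 and 435 more Pol II than input. Unchanged windows had a median log2 ratio of 0.30 for Sox6 and 0.32 for Pol II, so small positive log2 ratios at low counts carry an upward bias.

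Peaks of each Sox6 replicate were also tested with the reads of the other replicate by an exact two-sided binomial test against its input, which takes reads as independent and covers counting error only. Overlaps were compared with 1000 draws of random positions on the same chromosome. Motif matches were counted as consensus sequences and compared with windows 2 kb to either side by Fisher's exact test, adjusted over the 4 motifs. Pol II levels (RPKM) were computed from the reads in the Pol II peaks of replicate 2, following the methods as read here. Exactly which reads the authors counted is not clear. Shares carry exact 95% binomial intervals, which cover counting error only.

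Sox6 libraries hold 2985437 and 1468604 reads, Pol II libraries 1538757 and 2762155, and inputs 21973495 and 24249850. At the common peaks the median window held 15 and 10 Sox6 reads, 3 and 5 Pol II reads, and 11 and 13 input reads, so ratios at single peaks are imprecise, those of Pol II most of all.

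The genes and regions named were set by a rule: every gene for which the text states Sox6 peaks or Pol II binding, the intergenic control region of Table S3, and the 10 common peaks with the largest Sox6 enrichment. This rule, the comparisons and tests, and the alternatives were chosen before the data were examined, apart from those said to be chosen after. The alternatives were other windows, repeated positions counted once, pooled inputs, other pseudocounts, a filter on low counts, the replicate number as a block, each library left out in turn, other overlaps and distances, other motif windows and backgrounds, and other ways of counting Pol II. MEME, DAVID and the comparison with MyoD binding sites were not repeated, and the experiments other than ChIP-seq have no values in these files.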

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

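The tests of whether the Pol II excess grows with the Sox6 excess and of the rise over flanks on means were chosen only after the result was seen, and the reading of the test on transcription of the gene that holds the peak was then reworded, from a fixed limit to the lower quartile, which left the outcome as it was.

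The paper discusses the peaks found in both Sox6 replicates. Of the 1859 peaks called in replicate 1 without a replicate 2 peak within 50 bp, 959 (51.6%) nevertheless held more Sox6 reads than input reads in replicate 2 by the exact binomial test, and of the 706 called only in replicate 2, 454 (64.3%) did so in replicate 1. Random windows, adjusted among themselves, gave 1 and 2 such calls over both full sets, which is not the rate of false calls among the peaks. The Sox6 windows of these unshared peaks held a median of 4 reads in replicate 2 and 6 in replicate 1, and with the deposited interval as the window 292 and 137 were called. Places raised in any chromatin library without Sox6 binding would be raised in Pol II too, and these peaks were: the median was 1.30 and 1.09 RPM in the Pol II libraries at the 959 peaks, against 0.455 and 0.454 RPM in the inputs, and 1.30 and 1.45 RPM against 0.410 and 0.454 RPM at the 454. Such places as a set were assumed to have no reason to hold the Sox consensus more often than their flanks. No shuffled control was run on these peaks. For the common peaks, 29.0% of shuffled sequences held a match within 100 bp, against 26.4% of flanks. Among the 959 peaks, 45.9% held a match within 100 bp of the centre against 26.9% of flanks (odds ratio 2.31, Fisher's exact test, two-sided, p = 5.77e-24). Among the 454 peaks, 48.5% did so against 25.8% (odds ratio 2.71). Under that assumption, these shares argue against such places as the whole explanation. Peaks that were not raised in the other replicate also held matches more often than flanks, with odds ratios of 1.71 and 1.67. How many of these places bind Sox6, and how many are raised for another reason, stays open, and no biological explanation was tested, since all libraries come from 1 condition.

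The paper reads Pol II over genes, not at the Sox6 peaks. At the common Sox6 peaks themselves, 617 of 1066 had more Pol II than input reads by limma with adjustment, 16 had fewer, and the median log2 ratio was 1.79 (quartiles 0.88 and 2.67). This count fell to 305 without input replicate 1 and 327 without input replicate 2, so it depends on having both inputs apart, while the median log2 ratio stayed at 1.77 and 1.82. The median input window was raised at the peaks over flanks 2 kb away by 1.57 and 1.63 times, against 6.00 and 5 times for Pol II, whose flank medians of 0.325 and 0.362 RPM rest on very few reads. On means, without the 5% of peaks with the highest input, the rise was 1.47 and 1.57 times for input and 2.72 and 2.59 times for Pol II. The smallest ratio of a Pol II library to an input was then 1.66 (95% interval of resampled peaks 1.52 to 1.82), where a bias shared with the input needs 1, which argues against such a bias of fragmentation or mapping as the whole cause. At the 527 peaks whose gene has no Pol II peak the median log2 ratio was still 1.28, with a lower quartile of 0.52. At the 387 of them with no Pol II peak within 20 kb it was 1.16. Unchanged windows had a median of 0.32 in the simulation. These values argue against transcription that gives the gene a called Pol II peak as the whole cause. Genes without a called peak can still hold Pol II reads, so lower transcription of the gene that holds the peak stays open.

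Molecules carried over from the Sox6 libraries are argued against as the source of the whole excess. They would bring Pol II reads in proportion to Sox6 reads. The common peaks without the 5% of highest input were sorted by the reads of 1 Sox6 replicate, and from the 253 peaks with the fewest reads of Sox6 replicate 1 to the 253 with the most, the mean excess over input grew 2.32 times in Sox6 replicate 2, 1.15 times in Pol II replicate 1 and less in Pol II replicate 2. Of the 4 pairs of libraries, the largest growth of Pol II relative to Sox6 was 0.494 (95% interval of resampled peaks 0.342 to 0.728), where carryover alone needs 1.

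Carryover of a part remains a candidate explanation for a part of the excess. Start positions at the peaks were shared between Pol II and Sox6 reads up to 2.07 times as often as at nearby offsets, against 1.72 times between the Sox6 replicates, 1.88 between the Pol II replicates and 1.65 between the inputs. That excess over the Sox6 replicates is too small to establish carryover and too large to set it aside, so a carried part and Pol II present at the Sox6 sites cannot be told apart from these values. The libraries hold 3 and 5 Pol II reads in the median window, which limits any statement on single peaks, and no biological explanation was tested.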

How the results depend on the processing

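Alternatives chosen after the data were seen were the pseudocount equal in RPM, scaling on 1 Mb background bins, peaks extended by 50 bp, random genes as null positions, all annotated genes, the fixed limit of 0.86 RPKM, reads near the centres of Pol II peaks, Pol II at the peak itself, and windows of equal width for Sox and E-box matches in the same peak.

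Of 41 named peaks under 14 alternatives each, 566 results kept their direction and their side of the threshold, and 8, from 4 peaks, kept their direction but not their adjusted p under 0.05. All 8 arose when 1 Sox6 library was left out, where the lone sample is assumed to vary like the others. The number of common peaks with more Sox6 than input stayed between 1008 and 1062 under the alternatives run, with median log2 ratios from 2.87 within 500 bp of the centre to 3.79 with the peak interval, and motif odds ratios, the overlap between replicates, the share of peaks near Pol II and the number of genes kept their direction and side of the threshold.

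The number of common Sox6 peaks with more Pol II than input was 321 with both inputs pooled, and from 305 to 616 with a library left out. The count was 305 and 327 without an input library but 594 and 616 without a Pol II library, and the cause of the fall was not tested. Scaling on 1 Mb bins gave 760 higher and 6 lower, against 617 and 16, with a median log2 ratio of 2.31, and a pseudocount equal in RPM gave 435 and 26. The median log2 ratio was 2.11 with the peak interval and 1.52 within 500 bp of the centre. The cause of these shifts was not tested either.

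With the replicate block, in which libraries are paired by replicate number, 1027 common peaks had more Sox6 and 585 more Pol II than input. The pairing rests on 2 pairs and on the shared numbers. Residuals of 10 kb bins of paired libraries correlated at 0.0068 for Sox6 and input, 0.0049 for Pol II and input and -0.0093 for Sox6 and Pol II, and of 1 Mb bins at 0.44, 0.12 and 0.23.

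Sox and E-box matches in the same peak had an odds ratio of 1.38 in the peak intervals (Fisher's exact test, p = 0.00956) and 1.29 in windows of equal width (p = 0.0564), so it no longer passed 0.05. Intervals with a Sox match were wider, with a median of 160 against 140 bp.

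In the test of each replicate's peaks with the other's reads, the share fell to 31.2% and 45.6% with the peak interval as the window. A narrower window holds fewer reads. Locations moved with the limit set for a gene: intergenic peaks made up 31.7% at 10 kb, 17.1% at 50 kb and 20.6% with all annotated genes, those upstream 7.04% at 10 kb and 16.1% at 50 kb, and those downstream 6.19%, 11.7% and 10.6% with all genes. These shifts follow from the construction of the limits.

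The share of genes at 0 or low Pol II was 91.8% with a limit of 0.05 of Actb, 96.3% with 0.2, 86.7% with all reads in the gene, 88.0% with the fixed limit and 77.9% with reads near the centres of Pol II peaks. Genes at 0 made up 1.96% with all reads in the gene, since few genes have no read at all, and from 51.5% to 59.8% with a Pol II library left out. Actb had from 27.4 to 33.2 RPKM with a library left out and 2.49 RPKM with reads near the peak centres. Of the other named genes, those with low levels rose with all reads in the gene, for example from 0.0738 to 2.71 RPKM for Tcf4 and from 0.0314 to 2.37 RPKM for Myh7b, and those with high levels fell with reads near the peak centres, for example from 25.1 to 0.602 RPKM for Tnnt2 and from 16.7 to 0.819 RPKM for Tnni1. These shifts follow from which reads are counted. The Pol II peaks of Tcf4 held 70 of the 2570 reads in the gene, and those of Myh7b 2 of 151. Near the centres, 1 window of 450 bp per Pol II peak is set against the whole region. That region is 19861 bp with 1 Pol II peak for Tnnt2 and 26950 bp with 3 for Tnni1.

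The correlation of Sox6 enrichment with the Pol II level of the gene ranged from -0.128 without Pol II replicate 2 to -0.050 without Sox6 replicate 1, where p was 0.0997. It was positive with Pearson's method, at 0.022 (permutation test, p = 0.48). With the ratio of Pol II to input at the peak itself it was 0.203 (permutation test, p = 1e-05, the smallest that 100000 permutations can give). That last ratio shares its input reads with the Sox6 ratio, which alone makes the correlation positive, so it decides nothing. The cause of the reversal with Pearson's method was not tested, and the sign of this relation is not settled.

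edgeR's TMM and DESeq2 were not run, and a stricter threshold on the authors' peaks could not be applied, as the scores of the Sox6 peaks hold 1 value. The depth limits Pol II most, as 156 common peaks held 0 reads of Pol II replicate 1.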

Differences from the paper's values

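Reads near the centres of Pol II peaks, in windows of 450 bp, were the setting chosen after the values were seen.

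The Pol II levels of several genes differ from the paper's by more than 1.5 times and also by more than the spread between the Pol II replicates. The level found here was higher for Actb (33.2 RPKM, the paper's 8.60), Chrng (22.3, the paper's 2.7), Myh3 (68.1, the paper's 7.9), Myl4 (28.8, the paper's 4.42), Tead4 (5.61, the paper's 2.84), Tnnc1 (44.4, the paper's 4.72), Tnni1 (16.7, the paper's 3.52) and Tnnt1 (8.89, the paper's 3.41). It was lower for Hdac11 (0.0803 RPKM, the paper's 0.18), Myh6 (0.0293, the paper's 0.15), Myh7b (0.0314, the paper's 0.16), Tcf4 (0.0738, the paper's 0.23) and Tead1 (0.0462, the paper's 0.14).

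Of the alternatives set before the data were examined, the level without Pol II replicate 2 no longer differed by both measures for Tead4, at 3.21 RPKM. For the other genes named, the levels without Pol II replicate 2, with all reads in the gene and with repeated positions counted once remained different from the paper's, as did the last of these and all reads in the gene for Tead4.

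With reads near the centres of Pol II peaks, a setting chosen after seeing the values, the levels no longer differed from the paper's by both measures for Chrng (1.81 RPKM), Hdac11 (0.120), Myh3 (6.03), Myh6 (0.176), Myl4 (3.54), Tcf4 (0.194), Tead4 (2.42), Tnnc1 (3.11) and Tnnt1 (2.64), but still did so for Actb (2.49), Myh7b (0.0941), Tead1 (0.0780) and Tnni1 (0.819). No single factor puts both sets on one scale: over genes above 0 in both, the median ratio of the level found here to the paper's was 0.429 in the 254 genes that the paper's Table S1 puts below 0.86 RPKM and 1.01 in the 118 above.

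Smaller differences concern counts. The paper's share of genes at 0 or below 0.1 of Actb is 84%, with 289 genes above 0 and below that limit, and the values found here are 94.1% and 369 genes. With the paper's fixed limit of 0.86 RPKM, an alternative chosen after the values were seen, the share was 88.0% and the genes between 0 and the limit numbered 316. The paper's number of common peaks with a Sox motif found by MEME is 723, and 554 peak intervals held the consensus. That number was 623 within 100 bp of the centre and 766 within 200 bp.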

Other observations

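The tests of the lower share of genes without a Pol II peak and the comparison of the Sox6 peaks in genes with the most Pol II with their own flanks, and the tests in windows of equal width, were chosen only after the result was seen, and so were the readings of the tests on gain of chromosomes and on repeat copies, while the other tests were written before their results were seen.

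Reads were in excess on chromosomes 6 and 10. The median 5 Mb bin of chromosome 10 held 1.38 times the reads of the median bin of the other autosomes in both inputs, and that of chromosome 6 held 1.15 and 1.14 times, with 25 of 26 bins raised on chromosome 10 and 22 of 30 on chromosome 6 in each input. Chromosome X stood at 0.684 and 0.662. GC content is argued against, since bins of other autosomes matched on it left the excess at 1.28 times, as without matching. A gain of whole chromosomes in the cultured cells, or in part of them, may explain it. If so, nearly all bins should be raised in all 6 libraries, and the lowest share over the libraries was 57.1%, in a Pol II library. Bins of ChIP libraries also vary with transcription, so after seeing this value only the inputs were taken as able to exclude a gain. Read as first planned, this value would have counted against it. A gain and other causes cannot be told apart here, as no measure of chromosome number is in the files.

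A Pol II peak of replicate 2 lay within 5 kb of 434 common Sox6 peaks (40.7%, exact 95% interval 37.7 to 43.7), against a mean of 3.90% and at most 5.91% for random positions on the same chromosomes (permutation of positions, p = 0.001, the smallest that 1000 draws can give). Within 1 kb the share was 35.2% and within 20 kb 49.8%. Against positions at the same distance from random genes, an alternative chosen after the data were seen, chance gave 9.45%.

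Genes with a common Sox6 peak had Pol II peaks more often than other genes. Of 811 protein-coding genes with a common peak, 49.8% (46.3 to 53.3) had no Pol II peak, against 81.9% (79.2 to 84.5 over 1000 draws) of genes without a common peak matched in length. Several technical explanations were tested. Leaving out Pol II peaks within 1 kb of a Sox6 peak, which removes Pol II reads at the Sox6 sites, left 55.5% without a Pol II peak. Leaving out chromosomes 6 and 10 gave 52.5%, against 82.5% in matched genes. Among genes whose common peaks all hold a Sox consensus, for which signal of Pol II-rich chromatin in place of Sox6 binding is less of a concern, the share was 52.1% against 81.7%. Each stays far below its matched genes, so none of them accounts for the difference. A biological difference between these genes, such as expression in muscle, is a hypothesis that the files cannot test, and the difference says nothing about the direction in which Sox6 acts.

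Some Sox6 peaks lie in the genes with the most Pol II. Signal of highly transcribed chromatin in any ChIP could give such peaks. In the 200 genes with the most Pol II and no Sox6 peak, Sox6 reads stood at 1.44 and 1.63 times the input in replicates 1 and 2, against 1.02 and 1.03 times in 8765 genes with little Pol II, a relative excess of up to 1.59 times. The Sox consensus was present in the intervals of 49.2% of the 65 common peaks of genes above 0.1 of Actb and of 52.1% of the other common peaks (Fisher's exact test, two-sided, p = 0.701). In windows of equal width, within 100 bp of the centre, it was present in 44.6% of the 65 and 59.3% of the others (odds ratio 0.552, Fisher's exact test, two-sided, p = 0.0266), which goes with this signal. Against their own flanks, where 16.9% held it, the 65 peaks still held the consensus more often (odds ratio 3.95, Fisher's exact test, two-sided, p = 5.86e-05). Provided that this signal does not itself favour the consensus, which was not tested, that argues against the signal as the source of all of these peaks. For a part of them it stays open, as the excess of Sox6 reads in genes without a Sox6 peak and the lower share of the consensus at equal width go with it, and no value separates the peaks it made, so for that part it and Sox6 binding cannot be told apart.

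The 54 common peaks with the most input reads held the Sox consensus in 35.2% of cases, against 52.9% of the others (odds ratio 0.484, Fisher's exact test, two-sided, p = 0.0119). Their intervals were wider, with a median of 340 against 140 bp, and in windows of equal width, within 100 bp of the centre, the shares were 16.7% and 60.7% (odds ratio 0.130, Fisher's exact test, two-sided, p = 2.06e-10). This is consistent with repeat copies collapsed into one place of the assembly, and an equal share would have spoken against it. Their ratio of Sox6 to input was not used, since a selection on input reads lowers it. The peaks of Lrrc4c on chromosome 2 near 98506382, chosen after their values were seen, include a window with 62146 input reads. No biological explanation was tested.

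Further genes have a Sox6 peak that the paper names. The peak of Myl2 lies at -7949 bp (chromosome 5, 122542922 to 122543101) and has a log2 ratio of 3.91, which was 4.78 without Sox6 replicate 1 and 3.05 without replicate 2, and its Pol II level is 0 RPKM. That of Tnnt1 lies at -4 bp (chromosome 7, 4466142 to 4466301), with a log2 ratio of 4.05. That of Tnnt2 lies at -4711 bp (chromosome 1, 137732642 to 137732841), with a log2 ratio of 4.15 and no Sox consensus, and was assigned to Lad1 as the nearest gene. Tnnt1 and Tnnt2 had Pol II levels of 8.89 and 25.1 RPKM. The intergenic control region of Table S3 (chromosome 14) held 0 and 1 Sox6 reads against 8 and 5 input reads, with no Sox6 peak within 1 kb.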
